# Comprehensive Transcriptional Profiling and Mouse Phenotyping Reveals Dispensable Role for Adipose Tissue Selective Long Noncoding RNA *Gm15551*

**DOI:** 10.3390/ncrna8030032

**Published:** 2022-05-06

**Authors:** Christoph Andreas Engelhard, Chien Huang, Sajjad Khani, Petr Kasparek, Jan Prochazka, Jan Rozman, David Pajuelo Reguera, Radislav Sedlacek, Jan-Wilhelm Kornfeld

**Keywords:** long noncoding RNAs, brown adipose tissue, adipose tissue remodelling

## Abstract

Cold and nutrient-activated brown adipose tissue (BAT) is capable of increasing systemic energy expenditure via the uncoupled respiration and secretion of endocrine factors, thereby protecting mice against diet-induced obesity and improving insulin response and glucose tolerance in men. Long non-coding RNAs (lncRNAs) have recently been identified as fine-tuning regulators of cellular function. While certain lncRNAs have been functionally characterised in adipose tissue, their overall contribution in the activation of BAT remains elusive. We identified lncRNAs correlating to interscapular brown adipose tissue (iBAT) function in a high fat diet (HFD) and cold stressed mice. We focused on *Gm15551*, which has an adipose tissue specific expression profile, is highly upregulated during adipogenesis, and downregulated by β-adrenergic activation in mature adipocytes. Although we performed comprehensive transcriptional and adipocyte physiology profiling in vitro and in vivo, we could not detect an effect of gain or loss of function of *Gm15551*.

## 1. Introduction

The prevalence of obesity is increasing worldwide [1]. Obesity is the result of a chronic imbalance between energy intake and expenditure, resulting in the accumulation of excess adipose tissue. Obesity is correlated with increased overall mortality and is a risk factor for various diseases, including cardiovascular disease and diabetes type 2 [2,3].

Adipose tissue plays a central role in the regulation of energy balance. While white adipose tissue (WAT) mainly functions as the storage of excess energy in the form of triglycerides, brown adipose tissue (BAT) is a highly metabolically active tissue [4]. Morphologically, BAT is densely packed with mitochondria and generates heat by short-circuiting the mitochondrial proton gradient via uncoupling protein 1 (UCP1), facilitating substrate use without ATP generation [5]. Thereby, active BAT significantly improves glucose and lipid clearance and raises energy expenditure [6,7]. Additionally, active BAT signals to other tissues improve the whole-body metabolic profile via the secretion of endocrine factors and miRNA containing exosomes [8,9]. In this regard, the recent demonstration of the presence of active BAT in adult humans has led to an increased interest in understanding the molecular signals underlying BAT differentiation and function [6,10].

The characterisation of the human transcriptome in the course of the ENCODE project revealed the pervasive transcription of three quarters of the human genome [11]. Most of the transcribed sequences however do not fall within protein-coding regions, but give rise to non-coding RNA, such as long non-coding RNA (lncRNA) [11]. lncRNAs are defined as non-coding genes giving rise to transcripts of more than 200 nt, which do not belong to an otherwise functionally defined class of RNA [12]. The lack of a functional definition coincides with a broad range of modes of function: lncRNAs have been shown to act both in cis as well as in trans [12,13], via an interaction of the transcribed RNA molecule with other RNA, proteins, or the DNA [14,15]. Compared to coding genes, lncRNAs are on average lower expressed, but show more tissue and developmental stage-specific expression profiles, advocating for a role as fine-tuning regulators of cellular function [16]. Selected lncRNAs have been shown to interfere with adipose tissue function and differentiation such as *lncBATE10*, which acts as a decoy for CELF1, which would otherwise bind to and repress *Pgc1a* mRNA [17], *H19*, which functions as a BAT-specific gatekeeper of paternally expressed genes [18], and *Ctcflos,* which regulates the expression and splicing of *Prdm16* [19]. However, their overall contribution to these processes remains elusive.

In this study, we performed RNA sequencing on BAT from C57BL/6 mice challenged with cold treatment and a high-fat diet, two physiologically relevant models of BAT activation [5,20], as well as on a set of seven metabolically active tissues. We found a set of adipose tissue-specific cold and/or diet-regulated lncRNAs, from which we selected *Gm15551* as a candidate for functional studies. The genomic locus of *Gm15551* is bound by PPARG and PRDM16 in brown adipocytes and it is upregulated in adipogenesis, and downregulated upon β-adrenergic stimulation in adipocytes. We performed the comprehensive phenotyping of gain and loss of function in vitro as well as a loss of function in vivo, but could not detect any phenotype related to *Gm15551*.

## 2. Material and Methods

### 2.1. Animal Experiments

Unless otherwise stated, mice were kept at 22 °C to 24 °C on a regular 12 h light cycle with ad libitum access to food and water. Wild type C57BL/6N mice used for the detection of differentially regulated genes and ChIP-Seq in interscapular brown adipose tissue (iBAT) were fed a chow diet (Ssniff V1554) up to the age of 8 weeks, where the respective cohorts were put on high-fat diet (HFD) (Ssniff D12492 (I) mod.) for 12 weeks and kept at 4 °C for 24 h. ΔGm15551 mice used for transcriptomics analyses were fed a chow diet (Altromin 1324). ΔGm15551 mice used for metabolic phenotyping were fed a chow diet (Altromin 1314) and respective cohorts were put on a high-fat diet (Ssniff D12492 (I) mod.) for 12 weeks starting from 8 weeks of age.

### 2.2. Generation of Gm15551 Knock out Animals

The mouse model for genetic deficiency of *Gm15551* was generated at the Czech Centre for Phenogenomics using CRISPR/Cas9 targeting exon 1 of *Gm15551* on the background of C57BL/6N. Sanger sequencing verified a 1113 bp deletion including exon 1 of *Gm15551* (3:126462197-126463309, GRCm38). Knock-out mice were backcrossed with wild-type animals for two generations to minimise the risk of off-target effects. Genotyping was carried out by two separate PCRs using primers F3/R2 (Table S1; 372 bp and 1377 bp for knock out and wild type alleles respectively) and F5/R4 (234 bp for wildtype allele only). DNA extracted from tail tips using proteinase K digestion and Chelex 100 Resin (Bio-rad, Hercules, CA, USA) was amplified for 30 cycles at 95 °C, 60 °C, and 72 °C for 30 s each and visualised using capillary gel electrophoresis (Fragment Analyzer, Advanced Analytical Technologies, Ankeny, IA, USA).

### 2.3. Indirect Calorimetry

Prior to the experiment, a complete calibration protocol for the gas analysers was run according to the manufacturer’s recommendations, and the mice were weighed. The mice were singly housed in a PhenoMaster device (TSE systems, Bad Homburg, Germany) at a regular 12 h light cycle and 55% relative humidity with ad libitum access to water and the respective diet. At 11, 15, and 19 weeks of age, mice underwent a temperature challenge starting at 23 °C, followed by 6 h at 30 °C, 18 h at 4 °C, and 9 h at 23 °C again. The sampling rate was 15 min.

### 2.4. IPGTT

Animals were fasted overnight (16 h to 18 h) with free access to water. After weighing, the mice received 2 g/kg i.p. glucose. Blood glucose was measured fasted and after 15, 30, 60, and 120 min using a standard glucometer.

### 2.5. Adipocyte Diameter

Hematoxylin and eosin staining was performed on tissue slices and slides were scanned. Two representative areas per tissue were exported and analysed using adiposoft [21].

### 2.6. RNA Isolation and Reverse Transcription

Cells or frozen tissue samples were homogenised and lysed in TRIsure (Bioline, Modiin, Israel). Total RNA was isolated using EconoSpin All-In-One Mini Spin Columns (Epoch Life Science, Missouri City, TX, USA) and reverse-transcribed into cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA), following the manufacturer’s instructions.

### 2.7. Quantitative Polymerase Chain Reaction (qPCR)

qPCR primer sets were designed to either include one primer overlapping an exon-exon junction, or, in case this was not possible, the two primers were placed in different exons to exclude the amplification of genomic DNA. qPCR was performed in 384 well format in a LightCycler 480 II (Roche, Basel, Switzerland). Moreover, 4 µL 1:20 diluted cDNA, 0.5 µL gene specific primer mix (5 µL each) and 4.5 µL FastStart Essential cDNA Green Master (Roche) were amplified using 45 cycles of 25 s at 95 °C, 20 s at 58 °C, and 20 s at 72 °C after 300 s at 95 °C initial denaturation. All combinations of primers and samples were run in duplicates and C_q_ values were calculated as the second derivative maximum. Genes of interest were normalised against housekeeper genes using the ΔC_q_ method. The primers used in this study can be found in Table S4.

### 2.8. Total RNA Sequencing

RNA sequencing and library preparation were performed at the Cologne Center for Genomics (Cologne, Germany) according to their standard protocols. Before RNA sequencing, rRNA was depleted according to the instructions of the Illumina TruSeq kit. All sequencing experiments were accomplished with a paired-end protocol and a depth resulting in paired reads per sample. Before RNA sequencing, genomic DNA was eliminated following the instructions of the TURBO DNA-freeTM Kit, and subsequently, 1 µL RNA was used to examine RNA integrity in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### 2.9. Poly A RNA Sequencing

Paired end libraries were constructed using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA) following the manufacturer’s protocol, and sequenced on a NovaSeq 6000 (Illumina, San Diego, CA, USA) in 2 × 50-bp paired-end reads.

### 2.10. RNA Sequencing Data Analysis

Reads were quality-filtered using cutadapt [22]. For visualisation, reads were mapped to the GRCm38 genome using STAR [23]. For quantification, reads were mapped to the Gencode M22 transcriptome or a combination of M22 and RNAcentral 5 using salmon [24].

### 2.11. ChIP Sequencing

For histone modification sequencing, brown adipose tissues of two mice were used in each sequencing experiment. Prior to ChIP, BAT was dissociated using a gentleMACSTM Dissociator (Miltenyi biotec, Bergisch Gladbach, Germany). The cell suspension was cross-linked with 1% formaldehyde for 10 min at RT and the reaction was quenched with 0.125 M glycine at RT. Cells were washed twice with cold PBS and PMSF and snap-frozen in liquid nitrogen before storing at −80 °C.

Frozen pellets were thawed on ice for 30 min to 60 min. Pellets were resuspended in 5 mL lysis buffer 1 (50 nM Hepes, 140 mM, 1 EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100) by pipetting and then rotated vertically at 4 °C for 10 min. Pellets were resuspended in 5 mL lysis buffer 2 (10 mM Tris, 200 mM, 1 mM EDTA, 0.5 mM EGTA) and incubated at vertical rotation and at room temperature for 10 min. Samples were centrifuged for 5 min at 1350× *g* at 4 °C and supernatant was carefully aspirated. Then, samples were resuspended in 3 mL lysis buffer 3 (10 mM Tris, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1%-deoxycholate, 0.5% N-lauroylsarcosine) and were separated into 2 times 1.5 mL in 15 mL polypropylene tubes, in which they were sonicated with the following settings by Bioruptor^®^ Plus (Diagenode, Seraing, Belgium) sonication: power = high, on interval = 30 s, off interval = 45 s, total time = 10 min (18 cycles of on/off). Sonicated samples were transferred to a 1.5 mL microfuge tube and were centrifuged for 10 min at 16,000× *g* at 4 °C to pellet cellular debris. Furthermore, 10% of sample solution was stored to be used as input control, while the rest was used for ChIP.

To capture different histone modifications, 5 µg to 10 µg of the respective antibodies (Table S5) were added to the sonicated ChIP reaction and rotated vertically at 4 °C overnight. Moreover, 100 µL Dynabeads (Protein A or Protein G) for each ChIP sample were prepared according to the manufacturer’s instructions, mixed with 1 mL of antibody-bound chromatin and rotated vertically at 4 °C for at least 2 h to 4 h. Bound beads were washed at least five times in 1 mL cold RIPA (50 mM Hepes, 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0.7% Na-deoxycholate) and once in 1 mL cold TE buffer containing 50 mM NaCl. Samples were eluted for 15 min with elution buffer (50 mM Tris, 10 mM EDTA, 1% SDS) at 65 °C and continuously shaken at 700 min^−1^. Beads were separated using a magnet and 200 µL supernatant were transferred to fresh microfuge tubes. Input samples were thawed and mixed with 300 µL elution buffer. ChIP/input samples were incubated at 65 °C in a water bath overnight to reverse the cross linking reaction. TE buffer was added at room temperature to dilute SDS in both ChIP and input samples. For digestion of RNA and protein contamination, RNase A was added to the samples and incubated in a 37 °C water bath for 2 h; then proteinase K was added to a final concentration of 0.2 mg/mL and incubated in a 55 °C water bath for 2 h. Finally, DNA was extracted using a standard phenol-chloroform extraction method at room temperature and DNA concentrations were measured using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) or Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) and stored at −80 °C until sequencing.

### 2.12. ChIP Sequencing Data Analysis

Reads were mapped to the GRCm38 genome using bowtie2 [25] after quality filtering by cutadapt. Peaks were called using macs2 compared to the corresponding input sample (−c flag).

### 2.13. Tissue Specificity

Tissue specificity scores were calculated for every gene over seven metabolically active tissues as log_2_(TPM_n_ + 1)/Σlog_2_(TPM + 1), as described in [26] from RNA-Seq data that we have previously published (GEO: GSE121345 [27]).

### 2.14. Gene Set Enrichment Analysis

Gene set enrichment was done using topGO [28] for GO and ReactomePA [29] for reactome.

### 2.15. Assessment of Coding Potential

Coding potential was calculated using CPAT [30]. Ribosome scores were calculated as log2(TRAP/totalRNA), where TRAP is the normalised counts from a publicly available dataset of TRAP of mouse iBAT (GEO: GSE103617) and totalRNA are the normalised counts from the room temperature control diet iBAT total RNA samples.

### 2.16. Primary Cell Culture

Inguinal and epididymal white as well as intrascapular brown adipose tissues from 6- to 8-week-old C57BL/6J mice were dissected, minced, and digested with collagenase II (Worthington Biochemical Corporation, Lakewood, NJ, USA) and dispase II (Sigma-Aldrich, St. Louis, MO, USA; iBAT only). Cells were seeded in 24 well plates and grown in DMEM/Ham’s F12 medium, supplemented with 0.1% Biotin/D-Pantothenate (33/17), 1% penicillin-streptomycin, and 20% FBS. Upon reaching confluency, FBS concentration was reduced to 10% and differentiation was induced using 1 µM rosiglitazone, 850 nM insulin, 1 µM dexamethasone, 250 µM 3-isobutyl-1-methyl-xanthin (IBMX), 125 µM indomethacine (brown only), and 1 nM T3 (iBAT only). Subsequently, the medium was changed every other day for medium containing 10% FBS, rosiglitazone, and T3 (iBAT only). Full differentiation was reached 7 days after induction. Cells were stimulated using 1 µM isoproterenol or 10 µM CL316243.

### 2.17. Cultivation of Brown Adipocyte Cell Lines

The cells were grown in high-glucose DMEM supplemented with 10% FBS and 1% penicillin-streptomycin. After reaching confluency, differentiation was induced by 0.5 µM rosiglitazone, 1 nM T3, 1 µM Dexamethasone, 850 nM insulin, 125 µM indomethacine, and 500 µM IBMX. Two days later, medium was exchanged for medium supplemented with 0.5 µM rosiglitazone and 850 nM insulin. Afterwards, medium was changed for medium containing 0.5 µM rosiglitazone every second day. Full differentiation was reached 7 days after induction.

PIBA cells were cultured in the same medium as wt1-SAM cells. A common induction/stimulation cocktail consisting of 10 µM rosiglitazone, 1 nM T3, 0.5 µM Dexamethasone, 850 nM insulin, 12.5 µM indomethacine, and 125 µM IBMX was used to differentiate cells.

### 2.18. In Vitro Gain and Loss of Function Studies

For in vitro gain of function studies using the wt1-SAM cell line, sgRNAs were designed using CRISPick [31] and cloned into the sgRNA (MS2) cloning backbone (addgene 61424), as described in [32]. The target sequences used are found in Table S2.

LNA gapmers designed and synthesized by Qiagen were used for the in vitro loss of function experiments. Two non-targeting scrambled LNAs were used as control (Table S3).

Preadipocytes were transfected by seeding 30,000 cells per well of a 24-well plate in 500 µL growth medium and adding 1.5 µL TransIT-X2 (Mirus) and 125 ng plasmid DNA or 1.4 µL LNA (10 µM) in 50 µL Opti-MEM I once the cells had attached.

In order to transfect mature adipocytes, 3 µL TransIT and 250 ng plasmid DNA or 1.4 µL (10 µM) in 100 µL Opti-MEM I were pipetted into the well of a 24 well plate. After 15 min, cells resuspended in 500 µL Opti-MEM were added. Moreover, 24 h later, the medium was changed to a regular differentiation medium.

### 2.19. Oil Red O Staining

Cells were fixed with 4% formalin for 30 min, and rinsed once with water followed by 60% isopropanol. Cells were stained with Oil Red O (0.3% in 60% isopropanol) for 10 min. Excess dye was rinsed with water. For quantification, the Oil Red O was eluted in 100% isopropanol and OD measured at 520 nm in a multi plate reader.

### 2.20. Statistical Analysis

Statistics for RNA-Seq data was done in DESeq2 [33] using LRTs for factors with multiple levels or for analysing multiple factors at once and wald tests otherwise. Log fold changes were shrunken and *s*-values calculated using apeglm [34]. Data from animal experiments with repeated measurements were averaged over temperature and day/night conditions and analysed using mixed-effects models with the body weight as a cofactor and individual animal as a random variable. Other data were analysed using Student’s *t*-tests and adjusted for multiple testing using Holm’s method. Shown are individual values in addition to the mean standard error of the mean. * means *p* < 0.05, ** means *p* < 0.01, *** mean *p* < 0.001.

## 3. Results

### 3.1. Total RNA-Seq Identifies lncRNAs Regulated in Activated iBAT

In order to identify lncRNAs implicated in the regulation of iBAT function, we set out to perform total RNA-seq on C57BL/6N mice put on a high-fat diet (HFD) regime from 8 weeks of age onwards for 12 weeks and additionally housed at 4 °C for 24 h at the end of this period (Figure 1A). 

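The iBAT libraries came from 4 groups of 3 mice each, fed a control diet (NCD) or HFD and kept at 22 °C or at 4 °C. The mice were 20 weeks old at the end of the regime. Total RNA was depleted of ribosomal RNA and sequenced as paired-end reads. The authors quantified the reads with salmon against the GENCODE M22 transcriptome combined with RNAcentral 5 on GRCm38. They deposited estimated counts per gene, without normalization and as whole numbers. The table lists 61210 genes, of which 37382 are lncRNA genes (types lncRNA and noncoding). The median total per library was 18528752 counts for NCD at 22 °C (range 17952925 to 43399595) and 19484859 for NCD at 4 °C (17875415 to 46740702). It was 17759839 for HFD at 22 °C (15136861 to 34067515) and 21026727 for HFD at 4 °C (19401369 to 37257097). By the sample labels, replicates 1 and 2 of each group form one batch, with a median of 18240800 counts, and replicate 3 of each group forms another, with a median of 40328346 counts. Counts were compared with edgeR's quasi-likelihood test in 1 fit of the 4 group means without a batch term. The 16737 genes kept by edgeR's filterByExpr (minimum count 10) were tested, 13196 coding and 3433 lncRNA genes among them. CPM values were normalized with edgeR's TMM method. Spearman's correlation between replicates of a group was 0.964 to 0.986 across genes, which are not independent replicates. A library with 0 counts for a gene allows up to 3 counts, and this limit covers counting error only. Folds given below as at least some value are against a floor of 3 counts per library, and counting error allows more than that for libraries that themselves held 1 to 3. The paper's text does not state whether the strand of the reads was used in counting, so the values of antisense genes and of genes that overlap others are uncertain to that extent.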

We found that cold treatment significantly reduced the weight of the iBAT in both the control and the HFD group (Figure S1A), while HFD treatment alone did not induce significant changes in iBAT weight. On the other hand, epididymal white adipose tissue (eWAT) and inguinal white adipose tissue (iWAT) as well as liver weights were increased upon HFD treatment, independent of the cold treatment. Cold treatment alone only induced an increase of eWAT but not iWAT and liver weight. Gene expression measurements reflected the observed difference in the reaction of white and brown adipose tissue to the treatments (Figure S1B). Cold treatment induced a robust induction of the common adipose marker gene *Elovl3* as well as the brown adipose markers *Cidea*, *Dio2* and *Ucp1* while HFD alone was insufficient for the induction of any significant changes in those genes, although *Ucp1* was tendentiously upregulated. In iWAT however, cold and HFD treatment showed opposing effects. The white adipose marker gene Leptin (*Lep)* was tendentiously repressed upon cold treatment and induced by HFD while *Elovl3*, *Dio2* and *Ucp1* were upregulated by the cold and downregulated by the HFD treatment. The treatment regimes also directly affected the animals’ metabolism as seen by the significantly impaired glucose tolerance upon HFD treatment (Figure S1C). Energy expenditure was elevated by cold treatment but reduced by HFD treatment (Figure S1D) while the respiratory exchange rates indicated a shift towards lipid catabolism induced by both cold and HFD treatment (data not shown). Together, these data indicate our dataset is an adequate model for different functional states of iBAT. Additionally, we used a second dataset consisting of seven metabolically active tissues (iBAT, iWAT, eWAT, liver, kidney, muscle, heart) which we have generated for a previous study to be able to assess transcriptome-wide tissue specificity (GEO: GSE121345 [27]). To generate a comprehensive set of lncRNA genes, we combined the annotated transcript isoforms from GENCODE and the lncRNA isoforms from RNAcentral at the gene level.

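Across the 4 groups, 427 genes passed an adjusted p of 0.001 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 3 degrees of freedom. Of these, 389 were coding genes and 37 lncRNA genes. At an adjusted p under 0.05 from the same test, 4067 genes passed, 450 lncRNA genes among them. Among the alternatives that used all libraries, DESeq2's likelihood ratio test moved the count most. It called 2625 genes, which included every one of the 427, and 235 of them were lncRNA genes. The batch of replicates 1 and 2 on its own gave 0 genes past the threshold and 4991 genes with an unadjusted p under 0.05. The batch of replicate 3 holds 1 library per group and cannot be tested. Leaving out 1 library at a time gave between 106 genes (without NCD 22 °C replicate 1) and 255 genes (without HFD 22 °C replicate 3), and between 6 and 17 lncRNA genes.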

Total RNA-seq of the iBAT dataset identified differentially expressed genes, of which 216 were lncRNA genes (likelihood ratio test (LRT), *p* < 0.001; Figure 1B; Table S6). 

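The genes that differed among the 4 groups were sorted into 5 clusters by complete linkage on the Euclidean distance of standardised log2 CPM (prior count 2). One cluster held 201 genes, 47.1% of the total, with 11 lncRNA genes. Its mean z-score was -0.88 for NCD at 22 °C, 0.77 for NCD at 4 °C, -0.83 for HFD at 22 °C and 0.94 for HFD at 4 °C. With Ward's linkage the biggest cluster held 131 genes, with mean z-scores of -1.16, 0.32, -0.37 and 1.22 in the same order. When the same 427 genes were clustered again with 1 library left out at a time, the biggest cluster held between 147 genes (without HFD 22 °C replicate 1) and 225 genes (without HFD 22 °C replicate 2).

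An enrichment of gene ontology terms was not repeated, since no ontology was at hand, and lists of genes were tested with limma's camera in its place, at a preset correlation of 0.01. The list of 15 thermogenic genes had a median log2 fold change in the cold of 0.78 on NCD, with 15 genes higher (camera, adjusted p = 5.6e-09), and of 0.49 on HFD, with 11 genes higher (camera, adjusted p = 0.000307). The 10 heat shock genes had a median of 0.55 on NCD, with 10 higher (camera, adjusted p = 0.000585), and of 0.20 on HFD, with 7 higher (camera, adjusted p = 0.170). The 101 genes of the mitochondrial ribosome and protein import had a median of 0.23 on NCD, with 87 higher (camera, adjusted p = 8.6e-09), and of 0.02 on HFD, with 58 higher (camera, adjusted p = 0.0630). The 201 genes included 5 of the thermogenic list and 2 of the mitochondrial list. Camera called 26 of 60 pairs of list and contrast. Under limma's fry, 8 of them held. These were the thermogenic and heat shock genes in the cold on NCD, the thermogenic and fatty acid synthesis genes in the cold on HFD, and the fatty acid and cholesterol synthesis genes on HFD at 22 °C and at 4 °C. With a correlation estimated from the data, camera called 0 pairs, with 6 at an unadjusted p under 0.05.

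**Figure D1:**
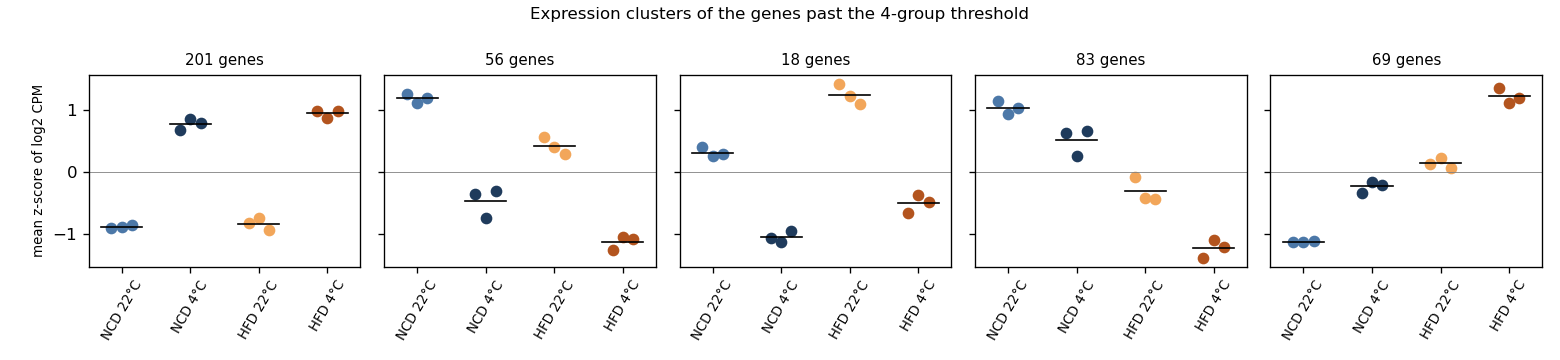
Mean z-score of log2 CPM of each of the 5 clusters (vertical axis) by diet and housing temperature (horizontal axis). Points are the 12 libraries and lines the group means. In the panel of 201 genes, the libraries at 4 °C lie above 0 and those at 22 °C below 0.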

The largest cluster (cluster 3) consisted of genes that were induced by cold treatment independent of the diet and was enriched for genes involved in stress response and mitochondrion organisation (Figure 1C and Figure S1E). Similarly, cluster 4 contained genes downregulated by cold treatment independently of diet and was enriched for gene expression regulation and signal transduction. 

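Mean expression was lower in the cold on both diets in the complete-linkage clusters of 56, 18 and 83 genes, 8, 4 and 9 of them lncRNA genes. The mean z-score of the 56 genes was 1.19 for NCD at 22 °C, -0.47 for NCD at 4 °C, 0.42 for HFD at 22 °C and -1.13 for HFD at 4 °C. That of the 18 genes was 0.31, -1.05, 1.25 and -0.51 in the same order, and that of the 83 genes 1.04, 0.51, -0.32 and -1.23. Without regard to clusters, 143 of the genes past the threshold were lower in the cold on both diets, and 76 of these passed the threshold of both cold contrasts (adjusted p under 0.05 and an absolute log2 fold change over 0.5). Higher expression in the cold on both diets was found for 262 genes, of which 205 passed both contrasts. The direction differed between the diets for 22 genes.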

The other clusters included genes with the synergistic interaction of HFD and housing temperature; either being induced (cluster 5, enriched for signalling) or repressed by HFD and cold treatment (clusters 1 and 2, enriched for extracellular matrix as well as metabolism). 

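The difference of the cold effect between the diets was tested as an interaction of diet and temperature. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes passed an adjusted p of 0.05. The smallest adjusted p from the same test was 0.0566, and 1091 genes had an unadjusted p under 0.05. Under DESeq2's likelihood ratio test 58 genes passed, and without HFD 4 °C replicate 2 the edgeR count was 22. With the replicate number as a block within diet, chosen after the data had been seen, it was 2. Of the genes past the threshold of the 4-group test, 238 had cold effects of the same sign on both diets and farther from 0 on HFD. The cluster with the highest expression under HFD and cold held 69 genes. Its mean z-scores were -1.13 for NCD at 22 °C, -0.23 for NCD at 4 °C, 0.14 for HFD at 22 °C and 1.22 for HFD at 4 °C. The cluster with the lowest expression under HFD and cold held 83 genes and included 8 of 13 fatty acid synthesis genes, 5 of 18 cholesterol synthesis genes and 1 of 33 collagen genes.

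The collagen genes had a median log2 fold change in the cold of -0.74 on NCD, with 6 genes higher (camera, adjusted p = 9.2e-05), and of -0.51 on HFD, with 7 higher (camera, adjusted p = 0.0247). Between the diets it was -0.45 at 22 °C, with 10 genes higher (camera, adjusted p = 0.0117), and -0.01 at 4 °C, with 16 higher (camera, adjusted p = 0.604). These medians weigh each gene alike. The cluster of 201 genes higher in the cold held 2 collagen genes. On NCD the collagen list took 0.286% to 0.411% of counts at 22 °C and 0.232% to 0.276% at 4 °C. On HFD its share was higher in the cold, 0.284% to 0.319% at 22 °C and 0.357% to 0.521% at 4 °C. The fatty acid synthesis genes had a median in the cold of -0.45 on NCD, with 2 genes higher (camera, adjusted p = 0.00297), and of -1.35 on HFD, with 2 genes higher (camera, adjusted p = 1.4e-08).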

We used the transcriptomics data from the seven metabolically active tissues to calculate an adipose tissue enrichment score, defined as the ratio of log adipose tissue counts over the log of total counts (Table S7). As temperature influenced the gene expression of more genes than HFD, we focused on genes regulated by the cold treatment. 

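At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and an absolute log2 fold change over 0.5, cold changed 1049 genes on NCD, 623 higher and 426 lower. On HFD it changed 1603 genes, 902 higher and 701 lower. HFD changed 349 genes at 22 °C, 166 higher and 183 lower, and 795 genes at 4 °C, 345 higher and 450 lower. Cold changed more genes on NCD than HFD did at 22 °C, and more on HFD than HFD did at 4 °C, under each alternative that gave both counts. Under DESeq2 the counts were 715 against 438 and 1039 against 622. In the batch of replicates 1 and 2 they were 352 against 42 and 416 against 53. The cold effect on NCD against the HFD effect at 4 °C changed order without NCD 22 °C replicate 1 (574 against 618 genes), NCD 22 °C replicate 3 (490 against 539), NCD 4 °C replicate 2 (577 against 726) or HFD 4 °C replicate 2 (978 against 992). Leaving out NCD 22 °C replicate 3 gave the lowest count for cold on NCD, 490 genes. The lowest counts for cold on HFD and for HFD at 4 °C came without HFD 4 °C replicate 1, 1013 and 239 genes. Without HFD 22 °C replicate 2, HFD changed 117 genes at 22 °C. Of the genes changed by cold on NCD, 1023 (97.5%) moved in the same direction on HFD, and 611 passed the threshold on both diets, 397 higher and 214 lower. With the replicate number as a block within diet, chosen after the data had been seen, 750 genes were higher and 733 lower in the cold on NCD, 1023 higher and 1130 lower on HFD, and 464 higher and 430 lower on both. Across all genes tested, the log2 fold changes of cold on both diets had a Pearson's r of 0.47.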

Wald tests identified 110 cold regulated lncRNA genes (*s* < 0.05; Table S8), of which 65 (59%) also showed an adipose tissue-specific expression profile (adipose score > 50%; Figure 1D and Figure S1G). On the other hand, from the 610 cold regulated coding genes, only 35% showed adipose tissue-specific expression (Figure S1F). 

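Of the genes changed by cold on NCD, 116 were lncRNA genes, 62 higher and 54 lower in the cold. On HFD, 66 of them also passed the threshold in the same direction. Without NCD 22 °C replicate 3 the count was 44, and the batch of replicates 1 and 2 alone gave 29. The libraries of the other tissues were not among the data, so the adipose score was not computed. Of all genes changed by cold on NCD, 1047 had no overlap between the 3 libraries at 22 °C and the 3 at 4 °C. Such a lack of overlap was found for 27.8% of all genes tested, and chance gives 10%.

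Among the lncRNA genes, QNCMUSG00014400 had the largest rise, from 0.152 ± 0.0713 CPM (SD, n = 3) at 22 °C to 13.0 ± 18.2 CPM (SD, n = 3) at 4 °C. Its log2 fold change was 6.47 (SE 1.46, adjusted p = 0.0221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed in 8 of the 12 fits that each left out 1 library, with 4.05 without NCD 4 °C replicate 2. B930025P03Rik (QNCMUSG00052385, chromosome 8, 10870422 to 10882454, minus strand) had 0, 3 and 2 counts at 22 °C and 24, 63 and 85 counts at 4 °C, at least 16.3-fold higher against the floor of 3 counts (adjusted p = 0.00214 from the same test). QNCMUSG00032027 had 1, 1 and 0 counts at 22 °C and 10, 56 and 41 counts at 4 °C, at least 11.1-fold higher against that floor (adjusted p = 0.00659 from the same test). Both passed in each of these 12 fits. The calls of the genes with the largest falls changed when single libraries were left out. 2610507I01Rik (QNCMUSG00007983, chromosome 11, 59199836 to 59202385, minus strand) had 37, 13 and 140 counts at 22 °C and 0 counts in each library at 4 °C, at least 15.5-fold lower (adjusted p = 0.0441 from the same test), and passed in 4 of the 12 fits. On HFD its direction was the opposite, with 0 counts in each library at 22 °C and 26, 0 and 62 at 4 °C. That difference did not pass (adjusted p = 0.0690 from the same test). QNCMUSG00032080 had a log2 fold change of -4.02 (SE 1.03, adjusted p = 0.0375 from the same test) and passed in 3 of the 12 fits. Gm15406 (QNCMUSG00044556, chromosome 5, 148948897 to 148996566, minus strand) had 9, 21 and 35 counts at 22 °C and 2, 1 and 3 counts at 4 °C, at least 6.29-fold lower against that floor (adjusted p = 0.0454 from the same test), and passed in 3 of the 12 fits.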

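Cold on NCD changed 931 coding genes, 561 higher and 370 lower. A fit with the replicate number as a block within diet gave 674 higher and 657 lower. DESeq2 with apeglm gave 608 coding genes, leaving out NCD 22 °C replicate 3 gave 445, and the batch of replicates 1 and 2 alone gave 323. Mfsd2a (QNCMUSG00039604, chromosome 4, 122946850 to 122961188) had a log2 fold change of 6.78 (SE 1.06, adjusted p = 0.00450 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sgk2 (QNCMUSG00033637, chromosome 2, 162987330 to 163014127) had a log2 fold change of 5.02 (SE 0.56, adjusted p = 0.000734 from the same test). Both passed in each fit that left out 1 library. Kcnh6 (QNCMUSG00009849, chromosome 11, 106008124 to 106034549) had 0 counts in each library at 22 °C and 14, 32 and 8 counts at 4 °C, at least 6.62-fold higher (adjusted p = 0.0165 from the same test), and passed in 11 of the 12 fits. Myh8 fell by 5.29 on the log2 scale (SE 1.15, adjusted p = 0.0192 from the same test) and passed in 8 of them. This myosin gene lies on chromosome 11 from 67277124 to 67308634. Skeletal muscle transcripts differed up to 10.7-fold between libraries of 1 group, but Myh8 followed them only in part. HFD 22 °C replicate 3, with 6.95% of counts in listed muscle genes, had 0.424 CPM of Myh8. NCD 22 °C replicate 3, with 0.708%, had 10.7 CPM. At 4 °C, the library with the most muscle transcripts on either diet was also the highest for Myh8. Alb fell by 3.66 (SE 0.94, adjusted p = 0.0391 from the same test) and passed in 5 fits, but not with the replicate number as a block within diet (-3.52, adjusted p = 0.0560 from the same test), which was chosen after the data had been seen. Brinp2 had 10, 27 and 17 counts at 22 °C and 0, 2 and 3 counts at 4 °C, at least 6.22-fold lower against the floor of 3 counts (adjusted p = 0.0394 from the same test), and passed in 3 fits.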

Notably, our analysis identified known brown adipose marker genes such as *Ucp1* and *Adcy3*, as well as the lncRNA genes *LncBate10* and *Ctcflos*, which have previously been shown to play a role in the regulation of brown/beige adipose tissue function [17,19], proving the applicability of our strategy towards the identification of novel candidate adipose regulating lncRNAs. 

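Ucp1 (QNCMUSG00054026) lies on chromosome 8 from 83290352 to 83298452 on the plus strand. Its expression was 4203 ± 533 CPM (SD, n = 3) on NCD at 22 °C and 16357 ± 2132 CPM (SD, n = 3) on NCD at 4 °C. The log2 fold change was 1.96 (SE 0.17, adjusted p = 0.000274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adcy3 (QNCMUSG00010553, chromosome 12, 4133103 to 4213525, plus strand) rose from 169.7 ± 12.0 to 1077 ± 193 CPM (SD, n = 3 each), a log2 fold change of 2.67 (SE 0.19, adjusted p = 5.4e-05 from the same test). The lncRNA gene Lncbate10 (QNCMUSG00027458, chromosome 18, 61470225 to 61484607, minus strand) rose from 9.98 ± 1.29 to 111 ± 24.7 CPM (SD, n = 3 each). Its counts were 138, 176 and 454 at 22 °C and 1725, 2377 and 4031 at 4 °C, with a log2 fold change of 3.47 (SE 0.22, adjusted p = 4.5e-05 from the same test). Ctcflos (QNCMUSG00034077, chromosome 2, 173110818 to 173133204, plus strand) is annotated as antisense. It rose from 54.0 ± 5.56 to 165 ± 45.2 CPM (SD, n = 3 each), a log2 fold change of 1.61 (SE 0.21, adjusted p = 0.00141 from the same test). For each of these 4 genes, every library at 4 °C lay above every library at 22 °C. Each passed the threshold in the batch of replicates 1 and 2 alone and in the 12 fits that left out 1 library. The log2 fold changes then lay between 1.86 and 2.07 for Ucp1, 2.57 and 2.82 for Adcy3, 3.28 and 3.59 for Lncbate10, and 1.37 and 1.77 for Ctcflos. From the presence of these known genes among the cold-regulated ones, the paper concludes that its strategy is applicable to finding lncRNA genes that regulate adipose tissue.

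**Figure D2:**
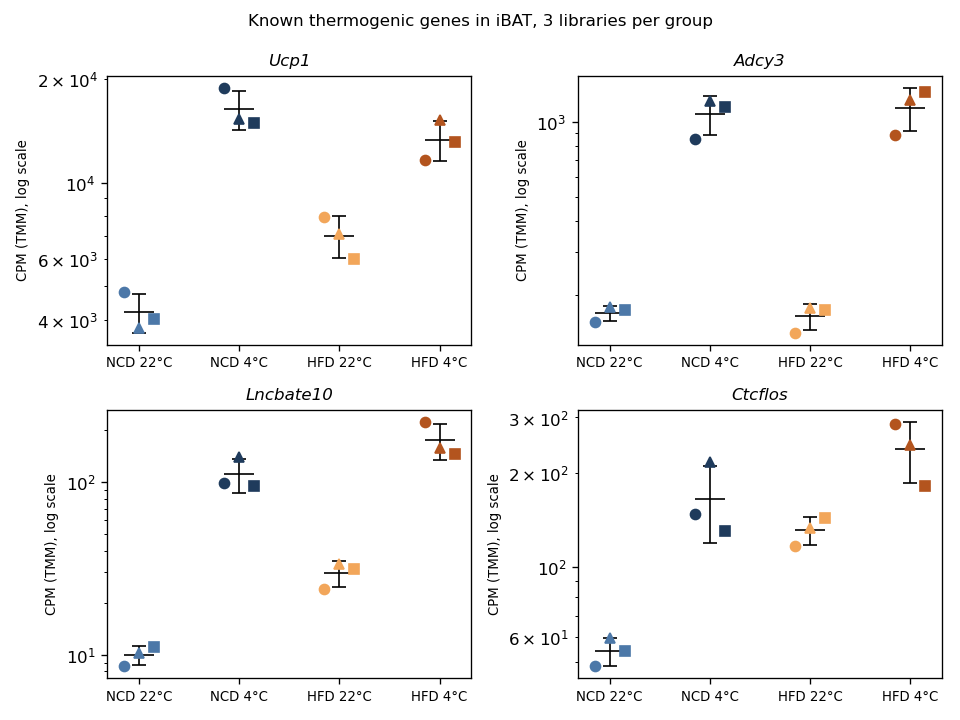
CPM on a log scale (vertical axis) of Ucp1, Adcy3, Lncbate10 and Ctcflos by diet and housing temperature (horizontal axis). Points are libraries, with 1 shape per replicate number, and bars the mean and SD of 3. On either diet the 3 libraries at 4 °C lie above the 3 at 22 °C for each gene.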

In order to rule out that any of the identified lncRNA genes were differentially regulated because of an increased immune cell infiltration of the iBAT caused by the cold or HFD treatment [20], we checked the expression profiles of several immune cell marker genes [35], of which none were differentially regulated (Figure S1H).

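The paper's text does not name its immune cell markers, so a list of 23 such genes was used. Of these, 14 were expressed highly enough to be tested. Across the 4 groups, 0 of the 14 passed an adjusted p of 0.001 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 had an unadjusted p under 0.05. The smallest adjusted p was 0.0165 from the same test, for S100a8. Adjusted over the list alone, 0 genes passed 0.001 and 6 passed 0.05, against 3 past 0.05 when adjusted over all genes tested. With DESeq2's likelihood ratio test, Cd68 and S100a8 passed 0.001, and with all genes that had a count, Cd68 did. In the contrast of cold on NCD, 0 genes of the list passed. In the cold on HFD, Cd68 rose by a log2 fold change of 1.72 (adjusted p = 0.0319 from the same test) and S100a8 by 2.92 (adjusted p = 0.0325 from the same test). Both passed in 8 of the 12 fits that left out 1 library, and S100a8 rose by 1.62 without HFD 4 °C replicate 1. With the replicate number as a block within diet, chosen after the data had been seen, Cd68 rose by 1.60 (adjusted p = 0.0608 from the same test). HFD at 4 °C raised Mrc1 by 1.10 (adjusted p = 0.0497 from the same test), Cpa3 by 2.14 (adjusted p = 0.0302 from the same test) and Itgam by 1.19 (adjusted p = 0.0452 from the same test). Cpa3 passed in 7 of the 12 fits, Mrc1 and Itgam in 1 each, and without HFD 4 °C replicate 3 Mrc1 rose by 0.63. In the contrast of HFD at 22 °C, 0 genes passed. The list's median log2 fold change in the cold on NCD was -0.09, with 6 of the genes higher (camera, adjusted p = 0.303). For HFD at 4 °C it was 0.75, with 13 higher (camera, adjusted p = 0.000484).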

### 3.2. Gm15551 Is an Adipose Specific, Highly Regulated lncRNA

We further evaluated the identified candidate lncRNA genes towards their potential relevance for the regulation of adipose tissue function by checking for binding sites of transcription factors relevant for adipose tissue. As we were specifically interested in investigating independently transcribed lncRNA genes, we excluded lncRNAs bidirectionally transcribed from a shared promoter with a coding gene, as well as antisense lncRNAs overlapping exonic sequence from a coding gene. 

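Gm15551 (QNCMUSG00036823) had 81, 73 and 138 counts on NCD at 22 °C and 30, 8 and 59 counts on NCD at 4 °C. This corresponded to 4.22 ± 0.83 CPM (SD, n = 3) and 1.20 ± 0.65 CPM (SD, n = 3). Every library at 4 °C lay below every library at 22 °C (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The Gm15551 cold effect on NCD was a log2 fold change of -1.80 (SE 0.51, adjusted p = 0.0574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and so did not pass an adjusted p of 0.05. Over the edgeR alternatives the adjusted p lay between 0.0186 and 0.250, the lowest with a skeletal muscle score as a term, which was chosen after the data had been seen. It was 0.0289 with all genes that had a count and 0.0465 with a fit to only the 6 NCD libraries. With DESeq2 and apeglm the log2 fold change was -1.46, with an s-value of 0.0126. Without HFD 22 °C replicate 3 the adjusted p was 0.0206, and the other 11 fits that left out 1 library did not pass, with log2 fold changes from -2.10 to -1.44 over the 12. In the batch of replicates 1 and 2 alone the log2 fold change was -2.07 (adjusted p = 0.0878 from the same test).

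**Figure D3:**
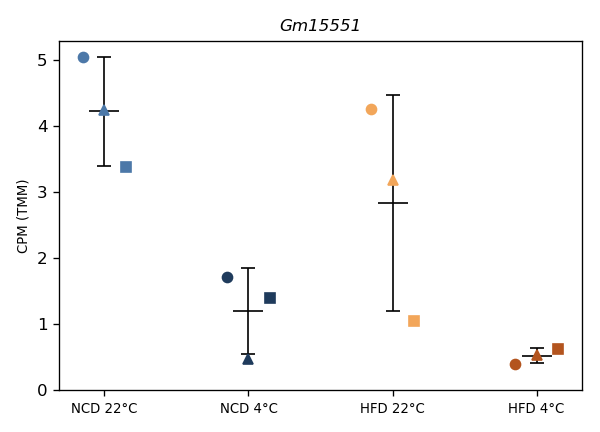
CPM of Gm15551 (vertical axis, from 0) by diet and housing temperature (horizontal axis). Points are libraries, with 1 shape per replicate number, and bars the mean and SD of 3. On NCD the mean was 4.22 CPM at 22 °C and 1.20 CPM at 4 °C.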

We finally focused our study on the lncRNA *Gm15551*, which was highly adipose-specific and significantly repressed upon cold treatment in iBAT (Figure 1D). While HFD alone was not sufficient to induce the repression of *Gm15551* expression, the combination of cold treatment and HFD further repressed *Gm15551* compared to cold treatment alone (ANOVA; *p* = 0.00070, Figure 2A). Among the examined tissues, the expression of *Gm15551* was observed to be strictly restricted to adipose tissue, such as the common adipocyte marker genes *Adipoq* and *Pparg* (Figure 2B). Within the three adipose tissues that we looked at, *Gm15551* showed the highest expression in eWAT and the lowest in iBAT, with intermediate expression in iWAT, in anti-correlation with the expression of the thermogenic adipocyte marker gene *Cidea*. The notion of this expression pattern together with the repression upon activation of thermogenesis in iBAT led us to hypothesize that *Gm1555* might have an anti-thermogenic function.

*Gm15551* is expressed from chromosome 3 and there are 2 transcripts annotated which both consist of 2 exons and only differ in the exact position of the transcription end site (Figure 2C). 

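In the GENCODE M21 annotation of GRCm38, Gm15551 (ENSMUSG00000086679) lies on chromosome 3 from 126667329 to 126669044 on the minus strand and is annotated as antisense. This annotation holds 1 transcript of the gene. Its exon 1 spans 126668845 to 126669044 (200 bases) and its exon 2 spans 126667329 to 126667663 (335 bases). The gene lies within Camk2d, which spans 126596302 to 126846326 on the plus strand. It falls in intron 2 (126599161 to 126684659) of 17 of the 28 Camk2d transcripts and overlaps exon bases of 0 of them.

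**Figure D4:**
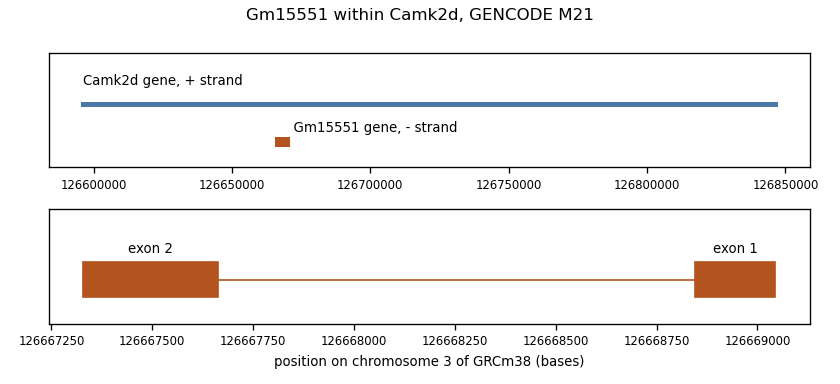
Position of Gm15551 within Camk2d (upper panel) and the exons of Gm15551 (lower panel) along chromosome 3 of GRCm38 in bases. Boxes in the lower panel are exon 1 (200 bases) and exon 2 (335 bases).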

An analysis of publicly available ChIP-Seq data showed that the locus is bound by the core thermogenic transcription factor PRDM16 in iBAT. Additionally, we found that PPARG binds to the *Gm15551* locus in eWAT, iWAT, as well as iBAT, with the height of the ChIP-Seq peak correlating with the *Gm15551* RNA expression levels. Chromatin features such as the ratio of H3K4me1 relative to H3K4me3 have previously been used to distinguish promoters from enhancers [36]. Therefore, we looked at histone modifications using ChIP-Seq (Figure S2A). We found higher levels of H3K4me3 compared to H3K4me1, which is indicative of a promoter as opposed to an enhancer [36]. The H3K27ac signal was higher than H3K4me3 or H3K4me1, and H3K27me3 was basically absent.

As *Gm15551* is expressed antisense from a locus within intron 2 of the intracellular Ca^2+^ signalling protein *Camk2d* and it is known that lncRNAs can work as in cis regulators of nearby coding genes [12], we checked whether the expression of *Gm15551* correlates with the expression of *Camk2d* in various publicly available RNA-Seq datasets of adipose tissue, but found no significant correlation (ANCOVA, *p* = 0.848; Figure S2B). To exclude the possibility of *Gm15551* being a coding gene wrongly annotated as lncRNA [37], we calculated the coding potential for all genes expressed in our dataset using CPAT [30]. *Gm15551* showed a low coding probability comparable to other known lncRNA genes, as opposed to the coding brown adipocyte marker genes *Cidea*, *Adcy3*, and *Ucp1* (Figure 2D). Similarly, ranking genes by the ratio of ribosome associated over total RNA in a publicly available TRAP-Seq data set of iBAT sorted *Gm15551* with other lncRNA genes (Figure S2C).

Next, we followed the gene expression of *Gm15551* during the differentiation of preadipocytes into mature adipocytes. Our analysis showed that *Gm15551* is highly upregulated early in differentiation, like the core adipocyte transcription factor *Pparg*, and unlike *Ucp1*, which only reaches maximum levels in late differentiation (Figure 2E). To mimic the effects of cold treatment on adipose tissue in vitro, we stimulated cells with the non-selective β-adrenergic agonist isoproterenol or β_3_-specific agonist CL316243. Both stimuli were sufficient to repress *Gm15551* in differentiated adipocytes originating from eWAT, iWAT, and iBAT (Figure 2F). In primary immortalized brown adipocytes, the effect of β-adrenergic stimulation on the expression of *Gm15551* was stable over 24 h (Figure S2D).

### 3.3. Gain- and Loss-of-Function of Gm15551 Does Not Disturb Brown Adipocyte Development and Function In Vitro

To investigate the role of *Gm15551* in the differentiation and function of brown adipocytes, we used an immortalized brown preadipocyte cell line stably expressing the CRISPRa SAM system for gain-of-function studies, together with locked nucleic acid (LNA) antisense oligonucleotides for loss-of-function studies [38]. The transfection of either one of two plasmids encoding single guide RNAs (sgRNAs) targeting *Gm15551* two days prior to the induction of the differentiation led to a robust overexpression of *Gm15551* compared to the empty vector control at day 1 of differentiation (Figure 3A). The effect of the overexpression was greatly diminished on days 4 and 7 because the natural gene expression of *Gm15551* rises during differentiation. However, we could not observe any changes in the expression of common and brown adipocyte marker genes or in the cells’ ability to accumulate lipids (Figure 3A,B and Figure S3A).

Next, we set out to knock down *Gm15551* in mature adipocytes. To detect potential interactions of *Gm15551* expression with the thermogenic activation of brown adipocytes, we looked at cells both under basal conditions and under β-adrenergic stimulation. Reverse transfection with two different LNAs targeting *Gm15551* on day 4 of differentiation resulted in the robust downregulation of *Gm15551* on day 7 compared to the non-targeting control LNA (Figure S3B). Overall, we found 2762 genes differentially regulated by either knockdown or stimulation (Figure 3C). Hierarchical clustering showed that the influence of the β-adrenergic stimulation was more pronounced than that of the loss-of-function of *Gm155551*. Samples treated with the control non-targeting LNA clustered together with LNA1 treated samples in both the basal and stimulated condition, indicating that the two LNAs used caused different effects. Looking at the specific effect of each LNA individually, we found 70 and 188 differentially regulated genes, respectively (Figure 3E and Figure S3C). There was only an overlap of 16 genes detected to be significantly regulated by the knockdown of *Gm15551* using either of the two LNAs. A GO analysis revealed that these genes were enriched for signalling and especially NF-κB mediated signalling (data not shown).

Similarly, reverse transfection with sgRNA encoding plasmids led to a small but significant overexpression of *Gm15551* in fully mature adipocytes and notably, was able to suppress its downregulation upon β-adrenergic stimulation (Figure S3D). However, we did not observe any changes in the gene expression of any of the probed adipocyte marker genes. We further raised the overexpression efficiency by the simultaneous transfection of two different plasmids encoding sgRNAs targeting *Gm15551* (Figure S3E). We sequenced the transcriptomes of these samples, and found a total of 792 genes differentially regulated by either gain-of-function of *Gm15551* or β-adrenergic stimulation (Figure 3D). The effect of the thermogenic activation dominated the dataset, as shown by hierarchical clustering. However, there were also two clusters with genes affected by the overexpression of *Gm15551*. When we specifically looked for changes in gene expression caused by the *Gm155551* gain-of-function, we found 14 differentially expressed genes and GO analysis showed an enrichment for genes involved in inflammatory response (Figure 3E,F).

A comparison between the genes differentially regulated by the gain and loss-of-function of *Gm15551* showed that there was no overlap. Additionally, most genes affected by the knock down of *Gm15551* showed no change in gene expression in the gain-of-function experiment (Figure S3H). Finally, the Oil red O staining of mature adipocytes showed no effect of either gain or loss-of-function of *Gm15551* on the cells’ ability for lipid accumulation (Figure S3F).

### 3.4. Gm15551 Loss-of-Function Does Not Impair Adipose Tissue Function In Vivo

Next, we created a loss-of-function mouse model by knocking out the exon 1 of *Gm15551*. Since brown adipose tissue plays a role in the regulation of body weight as well as lipid and glucose metabolism [39], we challenged homozygous ΔGm15551 mice and wild type litter mates from 8 weeks of age for 12 weeks with a high fat diet and repeatedly measured body weight and performed intraperitoneal glucose tolerance test (IPGTT), and indirect calorimetry (Figure S4A). While HFD was sufficient to provoke a significant raise in body weight (Figure 4A; *p* = 0.0077) characterised by an increased amount of body fat (Figure S4B; *p* = 0.00014), we did not observe significant changes induced by the loss-of-function of *Gm15551* (*p* = 0.067 and 0.56 respectively). Similarly, prolonged HFD treatment but not *Gm15551* loss-of-function resulted in impaired glucose tolerance (Figure 4B; *p* = 0.0043 and 0.80 respectively). Additionally, the adipocyte diameter and morphology of HFD-treated animals were not affected by *Gm15551* knockout (Figure S4C,D; *p* = 0.36). Next, we performed indirect calorimetry while sequentially changing the temperature first from room temperature to thermoneutrality (30 °C), followed by a period at 4 °C before returning to room temperature (23 °C). Upon the beginning of thermoneutrality, energy expenditure slightly dropped and consequently raised when the temperature was dropped. Upon return to room temperature, the energy expenditure went back to the starting point (Figure 4C). However, there was no effect of the *Gm15551* knockout (*p* = 0.66). The respiratory exchange ratio of control diet animals raised with the onset of the first dark phase at thermoneutrality and dropped again in the following light phase, indicating the combustion of carbohydrates taken up with the food during the dark phase (Figure 4D). With prolonged cold treatment, the respiratory exchange rate rose again to an intermediate value, indicating that mice had to take up food in addition to combusting stored lipids. At the end of the cold treatment, the respiratory exchange rate rose even further, indicative of the mice mostly relying on energy from the ingested carbohydrates. This effect of temperature and day light cycle was mostly suppressed in HFD animals, as they take up less carbohydrates with their alimentation. Again, there was no evidence of an impact of the *Gm15551* loss-of-function (*p* = 0.95). 

When we compared the adipose tissue transcriptomes from HFD and control diet-fed animals, we found 5655 differentially expressed genes (LRT, *p* < 0.001; Figure 4E). Hierarchical clustering was strongly driven by the difference between brown and white adipose tissues. Gene ontology analysis showed that the genes with higher expression in brown adipose tissue were enriched for the terms related to mitochondria, while genes showing a higher expression in white adipose tissue were enriched for terms related to immune system and locomotion (Figure S4E). The direct comparison of the samples from wild type animals with those from knock out animals revealed only 11 differentially regulated genes (wald test, *s* < 0.05; S4F). Additionally, we compared the gene expression for iBAT from wild type and ΔGm15551 mice, both at room temperature and after 24 h of cold treatment. Overall, there were 2531 differentially expressed genes (LRT, *p* < 0.001; Table S9), which clustered the samples by temperature, but not genotype (Figure 4F). Both sets of up- and down-regulated genes upon cold treatment showed enrichment for terms related to metabolism (Figure S4G). Furthermore, the direct comparison of the wild type transcriptomes with those from ΔGm15551 animals only revealed six differentially expressed genes (Wald test, *s* < 0.05; Figure S4H; Table S10), while the cold treatment affected 1864 genes (Wald test, *s* < 0.05; Table S11).

## 4. Discussion

Cold and nutrient-activated BAT regulates energy homeostasis and improves metabolic status via non-shivering thermogenesis and the secretion of endocrine factors [6,8]. LncRNAs have been shown to be tissue-specific fine-tuning regulators of tissue function, and therefore have been proposed as potential selective targets for the treatment of different diseases [40,41]. In recent years, the function of some lncRNAs expressed in adipose tissue has been described (reviewed by [42]). However, the function of most lncRNAs remains unknown. Here, we detected a set of 65 lncRNAs of which the expression is specific to adipose tissue and correlates with BAT function and characterised *Gm15551* further in vitro and in vivo.

We found *Gm15551* to be highly adipose tissue-specific, with a higher expression in white compared to brown adipose tissues. *Gm15551* is highly induced in the early stages of brown adipogenesis and downregulated upon β-adrenergic stimulation in both white and brown adipocytes. We could show that the key transcription factor PRDM16, which controls the determination of brown adipocytes and the browning of white adipose tissue [43,44], binds to the *Gm15551* locus in iBAT. Furthermore, we found the *Gm15551* locus to be occupied by PPARG in white as well as brown adipose tissues with a more pronounced occupancy in white compared to brown adipose tissue. PPARG is a transcription factor involved in the maintenance of the general adipocyte phenotype, but also showing depot-specific binding patterns [45]. These findings led us to hypothesize an adipocyte-specific function of *Gm15551*.

Previous studies have shown that lncRNAs might give rise to unidentified translation products [37,46]. We used a sequence-based bioinformatics tool to calculate coding probability and analysed a public TRAP-Seq data set to detect ribosome associated RNAs. Our results showed that *Gm15551* has a low coding probability and is not associated with ribosomes. While enhancers are known to give rise to bidirectionally transcribed, short, unspliced, and unstable enhancer RNAs (eRNAs), it has recently been reported that some enhancers can also be the place of unidirectional transcription giving rise to spliced lncRNAs [36,47]. The *Gm15551* locus featured a low ratio of the H3K4me1 over the H3K4me3 histone mark, indicative of promoters. However, the *Gm15551* locus also features H3K27ac histone marks, high levels of which are characteristic for enhancers [36]. Enhancers are cis-regulatory elements, regulating the expression of nearby genes. Therefore, we compared the expression of *Gm15551* and *Camk2d*, which overlaps with *Gm15551* in the genome, in several adipocyte-related RNA-Seq datasets, but found no correlation. However, we cannot rule out a potential enhancer function of *Gm15551*.

In order to unveil the potential effects of *Gm15551* gain-of-function on brown adipogenesis, we overexpressed *Gm15551* two days prior to the induction of differentiation in a brown preadipocyte cell line, but could not measure any effect of the overexpression neither on common and brown adipocyte marker genes nor on lipid accumulation, both under basal conditions and under β-adrenergic stimulation. Likewise, there was no effect on lipid accumulation in the subsequent gain- and loss-of-function experiments in mature brown adipocytes. At the transcriptome level, we hypothesised that gain- and loss-of-function of *Gm15551* should lead to opposite effects on the gene expression of potential target genes of *Gm15551*. However, there were no genes that were significantly regulated in both datasets. Furthermore, most genes differentially regulated in one dataset did not even show a (non-significant) regulation in the other one. Those genes that were oppositely regulated by *Gm15551* gain- and loss-of-function such as *Lcn2*, *Saa3*, and *Hp* are inflammatory markers [48,49,50]. We have previously found them to be differentially regulated by other sgRNAs in several datasets using the wt1-SAM model system and therefore interpret them as a model-specific artefact.

As impaired iBAT function has been shown to render mice susceptible to diet-induced obesity and insulin intolerance [51,52], we put ΔGm15551 mice on HFD for 12 weeks and additionally repeatedly tested their response to cold treatment by indirect calorimetry. While both the prolonged HFD treatment and sex caused clear differences, we could not detect any significant effect of the *Gm15551* loss-of-function on the examined adipose tissue and metabolic parameters, such as energy expenditure, body weight, and glucose tolerance. When we analysed adipose tissue transcriptomes, clear differences between the white and brown adipose tissues as well as between iBAT from cold treated and control animals became evident. However, the *Gm15551* knockout only caused a minor number of differentially expressed genes, not exceeding what is expected as false positives.

We have identified a set of adipose tissue-specific, HFD, and cold regulated lncRNAs from which we characterised *Gm15551*. Although it is highly upregulated during brown adipogenesis and its expression correlates with iBAT activity, we could not detect a phenotype of either gain- or loss-of-function of *Gm15551* in vitro. Likewise, we could not detect a *Gm15551*-related phenotype when performing comprehensive transcriptomic and adipose tissue physiologic phenotyping in vivo. In summary, our findings indicate that Gm15551 is dispensable for iBAT development and function, despite its marked upregulation during initial adipose tissue development. This result is in concordance with a study which previously found Gm15551 to be upregulated in both white and brown adipogenesis but detected no effect of the siRNA-mediated knockdown of Gm15551 on white adipocyte differentiation [53]. While we have not ruled out a potential effect of a knockdown of Gm15551 in brown preadipocytes on adipogenesis, the lack of a phenotype in white adipogenesis as well as in vivo investigations makes it appear implausible to find a phenotype in brown adipogenesis. A functional redundancy has been reported for coding genes such as CD34 and for duplicated genes in general [54,55]. Furthermore, lncRNAs have been shown to have tissue and cell state dependent and potentially very subtle functions [16]. Our combined in vitro and in vitro approach has not shown any effect of either gain or loss of function of Gm15551 on adipocyte differentiation and gene expression, and has shown that Gm15551 loss of function does not affect adipose tissue specific physiological parameters such as body weight and energy expenditure even when the mice are exposed to cold or HFD, two stressors of adipose tissue. However, we cannot rule out the possibility of the existence of other genes showing functional redundancy to Gm15551, hiding any effects of the Gm15551 loss-of-function. Furthermore, we cannot rule out that the potential regulatory role of Gm15551 is below the threshold to be detected in our measurements or only becomes relevant under very specific circumstances which have not been investigated in this study. Recently, two publications investigated the role of sets of lncRNAs selected based on high expression levels, conservation or genomic proximity to known coding developmental regulatory genes in mouse and zebra fish respectively [56,57]. Interestingly, both studies fail to detect a phenotype for the majority (31 out of 32 and 11 out of 12) of the investigated lncRNAs. The authors attribute this partially to the robustness of the embryonal developmental process and the proposed role of lncRNAs as fine tuners of biological processes as compared to being master regulators [57]. The advent of short-read sequencing allowed for the detection of pervasive transcription of large parts of mammalian genomes. This led to the annotation of large numbers of novel lncRNAs, far outnumbering functional studies investigating these genes. Even though evidence accumulates for the functionality of a rising number of lncRNAs, the ratio between functional and ‘junk’ lncRNA genes remains a matter of debate [58].

In conclusion, while *Gm15551* is specifically expressed in adipose tissues and its expression is significantly regulated following cold stimulation, and although we subjected mice both to HFD and cold treatment, two major stressors of adipose tissue [20,59], it is possible that *Gm15551* (I) exhibits either a very subtle function undetectable by our measurements, (II) a context-dependent function in a specific cellular state that we have not investigated, or (III) that *Gm15551* has no biological function in murine adipose tissue.

## Figures and Tables

**Figure 1:**
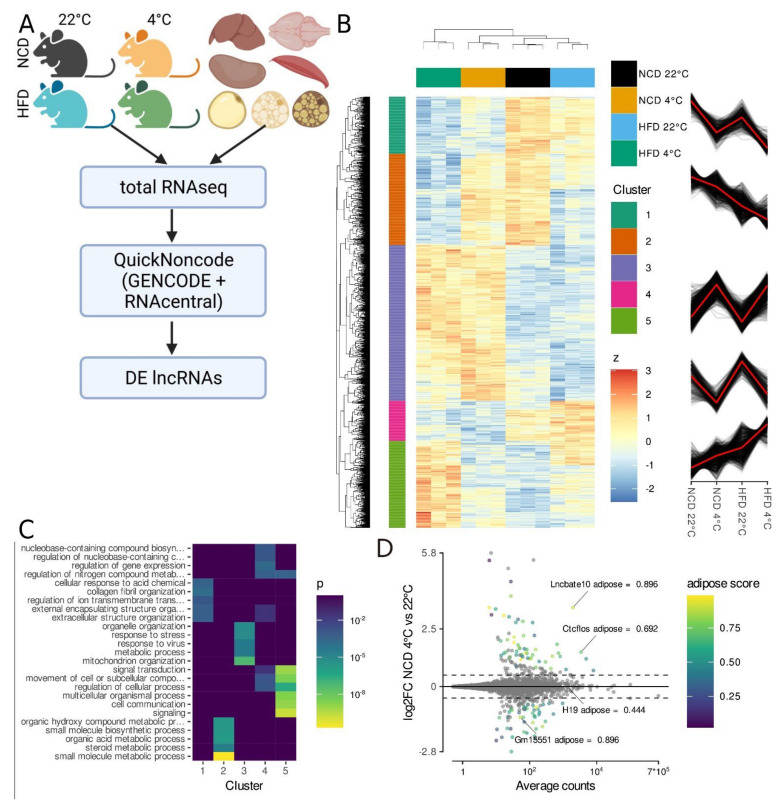
RNA-Seq reveals temperature and obesity dependent changes in iBAT lncRNA expression. (**A**) Experimental design. Total transcriptomes from the interscapular brown adipose tissue (iBAT) of 20-week-old mice housed at 22 °C or 4 °C for 24 h (*n* = 3) fed either a high-fat (HFD) or a control diet (NCD) for 12 weeks were analysed together with the total-transcriptomes from seven metabolically active tissues (*n* = 1, GSE121345). The union of GENCODE and RNAcentral annotated genes was used for the analysis to reveal which are both adipose tissue specific and regulated by physiologically relevant stimuli. Created with BioRender.com (the last access on 10 April 2022). (**B**) Hierarchical clustering of genes differentially regulated by diet and cold treatment in adipose tissue (likelihood ratio test (LRT), FDR < 0.001). Colour code depicts row-wise standardised expression. (**C**) Gene ontology (GO) enrichment analysis for the gene clusters shown in (**B**). (**D**) Expression levels and changes for long noncoding RNA (lncRNA) genes in iBAT from cold treated compared to control mice on control diet. Genes showing significant differential gene expression are colour-coded, indicating their adipose tissue specificity (Wald test, log2FC > 0.5, *n* = 6, s < 0.05).

**Figure 2:**
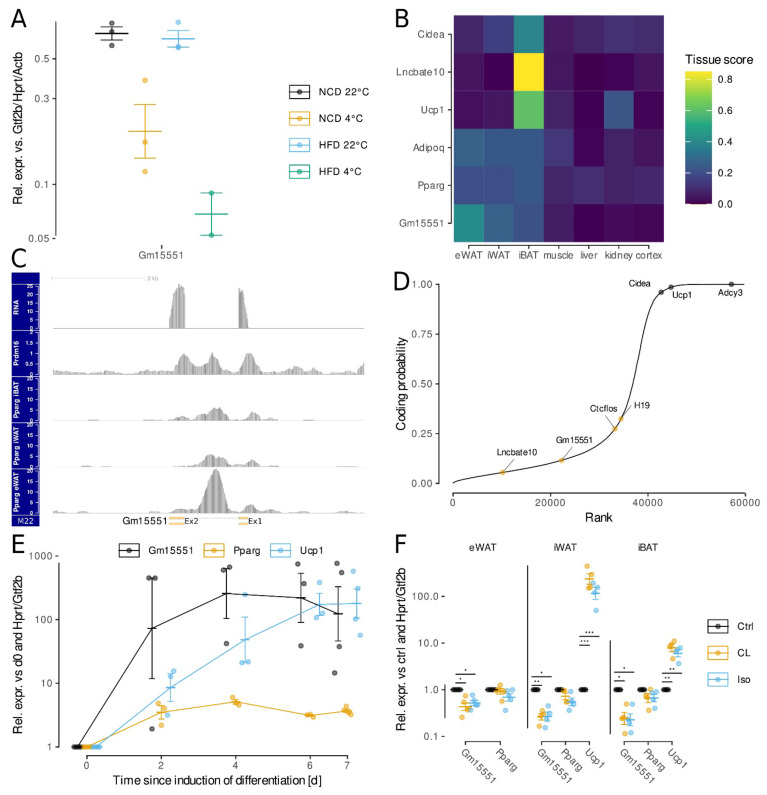
Gm15551 is an adipose tissue-specific, diet- and temperature-regulated lncRNA. (**A**) Expression of *Gm15551* in iBAT from cold treated and/or HFD fed mice. (**B**) Expression profile of Gm15551, the common adipocyte marker genes *Pparg* and *Adipoq* as well as the iBAT specific lncRNA *Lncbate10* and the brown adipocyte marker genes *Ucp1* and *Cidea* in seven metabolically active tissues. (**C**) Genomic locus of *Gm15551* showing the RNA expression as well as binding sites of PRDM16 in iBAT (GEO: GSE63965) and PPARG in eWAT, iWAT and iBAT (GEO: GSE41481) as well as the annotated transcripts in GENCODE M22. (**D**) Ranked coding probability of all genes expressed in the dataset as calculated by CPAT. Indicated are *Gm15551*, the coding genes *Ucp1*, *Adcy3* and *Cidea* as well as the lncRNAs *Ctcflos*, *H19* and *LncBate10*. (**E**,**F**) Expression profiles of *Gm15551*, the common adipocyte marker gene *Pparg* and the brown adipocyte marker gene *Ucp1* during the differentiation of PIBA cells (**E**) and in fully differentiated primary adipocytes (**F**) stimulated for 24 h with the non-selective β-adrenergic agonist isoproterenol or the β_3_-specific agonist CL316243 (paired *t*-test, *n* = 4–5). * means *p* < 0.05, ** means *p* < 0.01, *** mean *p* < 0.001.

**Figure 3:**
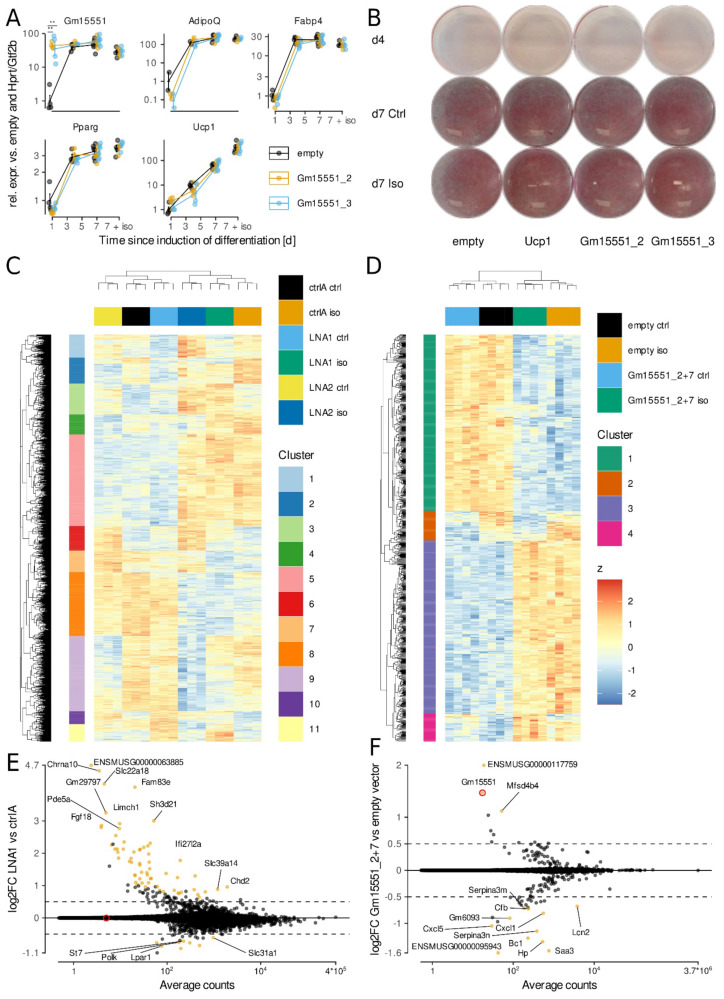
Gm15551 is dispensable for iBAT function in vitro. (**A**,**B**) Gene expression profiles (**A**) of *Gm15551*, the common adipocyte marker genes *Pparg*, *Adipoq* and *Fabp4* as well as the brown adipocyte marker gene *Ucp1* (paired *t*-test, *n* = 2–6) and oil red O staining (**B**) of wt1-SAM cells transfected with plasmids coding for sgRNAs targeting *Gm15551*, *Ucp1* or empty vector two days before induction of differentiation. (**C**,**D**) Hierarchical clustering of genes differentially regulated by β-adrenergic stimulation and/or knockdown (**C**) or overexpression (**D**) in mature adipocytes at day 4 of differentiation (LRT, *n* = 3 (**C**) or 4 (**D**), *p* < 0.001). (**E**,**F**) Effect of knockdown (**E**) or overexpression (**F**) of Gm15551 on gene expression in mature wt1-SAM cells. The log2FC is the average over the effect in isoproterenol stimulated and control cells (wald test, log2FC > 0.5, *n* = 6 (**E**) or 8 (**F**), s < 0.05).

**Figure 4:**
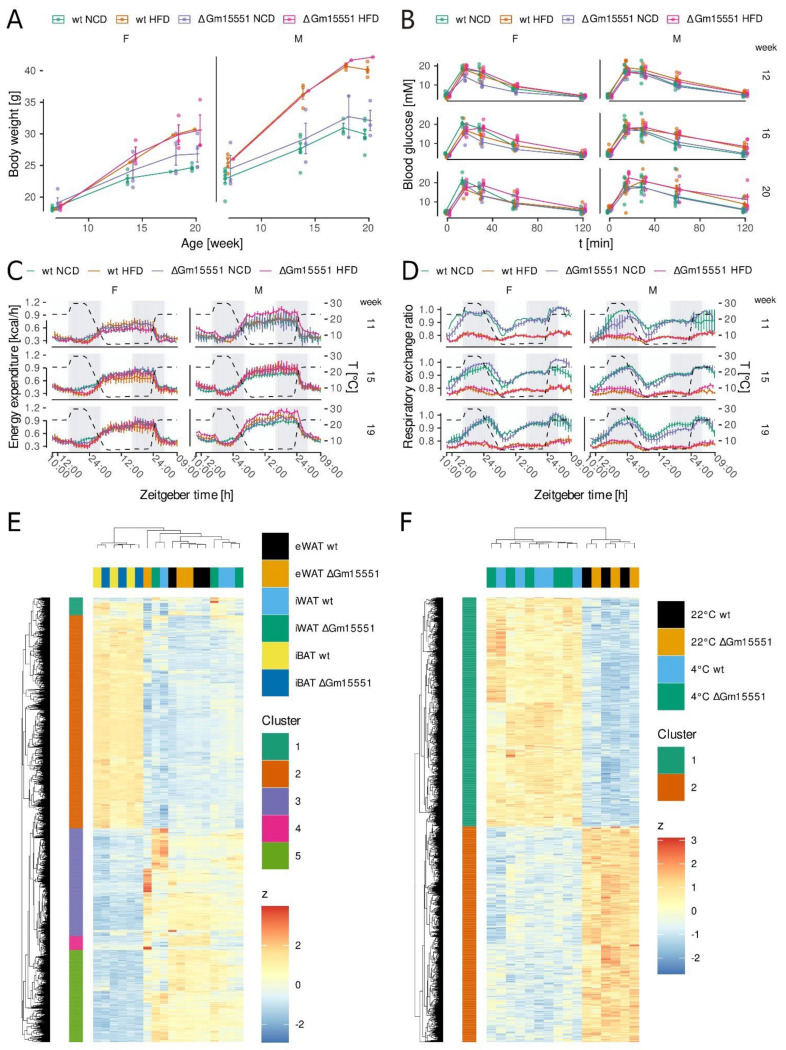
Gm15551 is dispensable for iBAT function in vivo. (**A**) Body weight of ΔGm15551 and wild type mice fed a high fat or control diet. (**B**) Intraperitoneal glucose tolerance test (IPGTT) of 12-, 16-, and 20-week-old ΔGm15551 and wild type mice fed HFD or NCD. (**C**,**D**) Energy expenditure (**C**) and respiratory exchange rates (**D**) of 12-, 16-, and 20-week-old ΔGm15551 and wild-type mice fed HFD or NCD. (**E**) Hierarchical clustering of genes differentially regulated between adipose tissues or by knockout of Gm15551 in 12-week-old mice (LRT, *n* = 3, *p* < 0.001). (**F**) Hierarchical clustering of genes differentially regulated by temperature or by knockout of Gm15551 in in iBAT of 12-week-old mice (LRT, *n* = 3 or 5, *p* < 0.001).

## Data Availability

The data presented in this study are openly available in GEO, reference number GSE200656.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna8030032/s1, Figure S1: RNA-Seq reveals temperature and obesity dependent changes in iBAT lncRNA expression; Figure S2: *Gm15551* is an adipose tissue specific, diet and temperature regulated lncRNA; Figure S3: *Gm15551* is dispensable for iBAT function in vitro; Figure S4: *Gm15551* is dispensable for iBAT function in vivo; Table S1: Sequences of PCR primers used for genotyping of ΔGm15551 mice; Table S2: Target sequences of the sgRNAs used for CRISPR-SAM mediated overexpression; Table S3: Sequences of and additional information on LNAs used for in vitro knock down; Table S4: Sequences of qPCR primers; Table S5: Information on antibodies used for ChIP-Seq; Table S6: Results from the LRT for the effects of temperature and diet on the transcriptome of wild type C57BL/6N mice; Table S7: Tissue specificity scores over seven metabolically active tissues; Table S8: Results from wald test for the effects of cold treatment on the iBAT transcriptome of wild type and ΔGm15551 mice; Table S9: Results from the LRT for the effects of temperature and genotype on the iBAT transcriptome; Table S10: Results from the wald test for the effects of the knock out of Gm15551 on the iBAT transcriptome; Table S11: Results from the wald test for the effects of the cold treatment on the iBAT transcriptome.

## Abbreviations

ANCOVA	analysis of covariances
ANOVA	analysis of variances
ATP	adenosine triphosphate
BAT	brown adipose tissue
cDNA	complementary DNA
ChIP	chromatin immunoprecipitation
DMEM	Dulbecco’s modified Eagle’s medium
DNA	deoxyribonucleic acid
eRNA	enhancer RNA
eWAT	epididymal white adipose tissue
FBS	foetal bovine serum
GO	gene ontology
HFD	high fat diet
iBAT	interscapular brown adipose tissue
IBMX	3-isobutyl-1-methylxanthin
IPGTT	intraperitoneal glucose tolerance test
iWAT	inguinal white adipose tissue
LNA	locked nucleic acid
log2FC	log2 fold change
lncRNA	long non-coding RNA
LRT	likelihood ratio test
miRNA	micro-RNA
NCD	control diet
qPCR	quantitative polymerase chain reaction
RNA	ribonucleic acid
SDS	sodium dodecyl sulphate
sgRNA	single guide RNA
siRNA	small interfering RNA
T3	triiodothyronine
TRAP	translating ribosome affinity purification

How the deposited data were processed for this re-analysis (not part of the article)

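Total RNA-seq of iBAT was available for 12 libraries, 3 mice for each combination of control diet (NCD) or HFD with 22 °C or 4 °C. The mice received HFD for 12 weeks from 8 weeks of age and were kept at 4 °C for 24 h. The authors filtered the reads with cutadapt, quantified them with salmon against GENCODE M22 combined with RNAcentral 5 and summed transcripts to genes. The deposited values are estimated counts per gene as whole numbers, without normalization. Replicates were not pooled. Libraries held 15136861 to 46740702 counts, and a library with 0 counts for a gene allows up to 3. Groups and batches followed the sample labels. Replicates 1 and 2 of each group form 1 batch of 8 libraries and replicate 3 of each group forms another of 4.

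Genes were kept with edgeR's filterByExpr (minimum count 10) and normalized with TMM in edgeR 4.0.16 (R 4.3.3). A quasi-likelihood model of the 4 group means was fitted to all libraries. The 4-group test used a Benjamini-Hochberg adjusted p under 0.001. The contrasts of cold on NCD, cold on HFD, HFD at 22 °C and HFD at 4 °C used an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The interaction of diet and temperature used an adjusted p under 0.05. lncRNA genes were those of the type lncRNA or noncoding in the authors' table. The largest cluster was taken from complete linkage on standardised log2 CPM with a prior count of 2, divided into 5 clusters. Single genes were also compared with exact permutation tests, for which 3 libraries against 3 cannot give a p below 0.1. Folds against a group whose libraries all held 3 counts or fewer were computed against a floor of 3 counts per library and are given as at least that fold. They are bounds with regard to this floor only, since counting error allows more than 3 counts for a library that itself held 1 to 3.

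Lists with at least 5 tested genes were examined with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. They covered thermogenic, white adipocyte, heat shock, immune, skeletal muscle, erythroid, Schwann cell, interferon and circadian genes, and genes of cholesterol synthesis, fatty acid synthesis, oxidative phosphorylation, the mitochondrial ribosome and import, collagens and the cytosolic ribosome. Adjustment ran over the lists and the cold and HFD contrasts together, 60 tests in all. The interaction contrast of the lists was added after the data had been seen and was adjusted over the 15 lists alone.

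The tests of the group comparisons, the lists and the rule for naming genes were chosen before the data were examined, and the tests of muscle content and of neighbouring genes afterwards. Named genes were those the paper names for the iBAT data, its markers and the Gm15551 locus, and the immune list. Added to these were, for cold on NCD, the 3 lncRNA genes and the 3 coding genes with the largest rise and with the largest fall past the threshold, with a mean of at least 10 normalized counts and no overlap between the groups. For HFD at 22 °C, the 3 genes with the largest rise and the 3 with the largest fall past the threshold and with the same mean were added. Immune genes outside the significance thresholds were summarised as counts.

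Alternatives were DESeq2 1.42.0 with apeglm 1.24.0, DESeq2's size factors, no filter on counts, a mean of at least 10 counts, batch as a term, replicate number as a term, the batch of replicates 1 and 2 alone, only the 6 libraries of the groups compared, edgeR's glmTreat, no minimum fold change, the type lncRNA only, other linkages and numbers of clusters, removal of the batch effect before clustering, and each library left out in turn. A skeletal muscle score as a term was added after the data had been seen, and so was the replicate number as a block within diet. Libraries with the same number at 22 °C and 4 °C deviated together from their group means, with correlations of 0.219 to 0.456 in the 3 pairs on NCD and 0.155 to 0.386 in the 3 pairs on HFD. The paper's text does not state where this pairing comes from, so it rests on these correlations alone. Libraries with different numbers in different groups had correlations of -0.369 to 0.418, with 11 of 36 over 0.1, so the pairing is uncertain. The strongest pair on either diet, replicate 2 on NCD and replicate 3 on HFD, had the highest skeletal muscle scores of their groups. The block allows only the cold contrasts and the interaction to be tested, and its lists were adjusted over the 2 cold contrasts. Coordinates were taken from GENCODE M21 on GRCm38, while the authors counted on M22.

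The steps were tested on simulated data with 200 changed genes. For cold on NCD, edgeR called 63% of them, 81.4% of those changed at least 4-fold, with 5 false calls among 131. Its 4-group test called 30.5%, with 0 false calls among 61, and its interaction test 38%, with 3 false calls among 79. DESeq2's 4-group test called 70.5%, with 17 false calls among 158, and DESeq2 with apeglm 78% for cold on NCD, with 46 false calls among 202. A contrast without changed genes gave 0 calls. Camera's p was 2.9e-15 for a list of 30 changed genes and 0.756 for a list of 30 unchanged ones. These simulated lists cannot show whether the preset correlation suits the real libraries, whose genes may be correlated more strongly. In the real libraries camera called 26 of 60 pairs of list and contrast with the preset correlation and 0 with an estimated one.

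Left out were the adipose score, which needs libraries of other tissues, and the enrichment of gene ontology terms, for which no ontology was available. Knock-out mice, ChIP-Seq and qPCR were not re-examined, since no such values were among the count data used here.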

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

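The expected outcomes of the tests in this part were all written down only after their results had been seen. The genes of fatty acid and cholesterol synthesis stood out because the paper's text does not name them, although both lists were lower on HFD. For the clusters repressed by HFD and cold, the text gives metabolism among the enriched terms. The median log2 fold change of the 13 fatty acid synthesis genes on HFD was -1.17 at 22 °C (camera, adjusted p = 6.1e-13) and -1.97 at 4 °C (camera, adjusted p = 6.0e-18), with 13 of 13 genes lower at either temperature. For the 18 cholesterol synthesis genes it was -1.09 at 22 °C (camera, adjusted p = 1.1e-16) and -0.92 at 4 °C (camera, adjusted p = 1.9e-12), with 17 of 18 genes lower at either temperature. Under fry the adjusted p was 0.00622 and 0.000386 for fatty acid synthesis, and 0.00327 and 0.00622 for cholesterol synthesis. With an estimated correlation neither list passed, and the smallest adjusted p over all lists was 0.123.

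Several technical explanations were weighed for 22 °C. Scd1 and Fasn together took from 2.23% to 16.9% of the counts of a library. At 22 °C their share was 15.2% to 16.9% on NCD and 5.22% to 9.02% on HFD. A lower share on HFD would make other genes look higher there, not lower. Leaving both out therefore cannot decide whether a few abundant genes were the cause. With both left out and DESeq2's size factors, the medians were -1.19 for fatty acid synthesis and -1.11 for cholesterol synthesis. In the batch of replicate 3 alone, with 1 library per group, they were -1.47 and -1.39, and in the batch of replicates 1 and 2 they were -1.03 and -0.94. This argues against a difference between batches. With the skeletal muscle score as a term they were -1.20 and -1.13, but scores spanned similar ranges on both diets, so this fit could hardly move them. In the low-score libraries, NCD replicates 1 and 3 had a mean log2 CPM of 11.6 and 11.6 for fatty acid synthesis. HFD replicates 1 and 2 had 10.8 and 10.3. For cholesterol synthesis it was 6.20 and 6.23 against 5.56 and 5.17. This argues against muscle content as the whole source. Leaving out 1 library at a time gave -1.37 to -1.06 for fatty acid synthesis and -1.26 to -0.99 for cholesterol synthesis. At 4 °C the medians were -1.83 and -0.76 in the batch of replicates 1 and 2, and -2.10 and -1.25 in that of replicate 3. An effect of the diet may therefore be proposed as a hypothesis, since it was found and examined on the same data. Whether the fat in the diet or its other components matters was not tested.

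Ryr2 (QNCMUSG00013296, chromosome 13, 11553102 to 12106945, minus strand) stood out because the paper's text does not name it. Its expression was 8.56 ± 1.58 CPM (SD, n = 3) on NCD at 22 °C and 112 ± 13.5 CPM (SD, n = 3) on HFD at 22 °C, higher in 3 of 3 libraries. The log2 fold change was 3.70 (SE 0.35, adjusted p = 0.000803 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3.00 at 4 °C (adjusted p = 0.00133 from the same test). It passed under each of the 21 alternatives for HFD at 22 °C, with 3.56 to 3.79 over the fits that left out 1 library. With batch as a term the log2 fold change was 3.71. Each group held the same mix of batches, so this fit cannot decide whether they differed. In replicates 1 and 2 at 22 °C, Ryr2 had 9.02 and 6.80 CPM on NCD and 107 and 102 CPM on HFD. In replicate 3 it had 9.87 CPM on NCD and 127 CPM on HFD. The rise within either batch argues against a difference between batches. Ryr2 encodes a calcium channel of muscle. With the skeletal muscle score as a term the log2 fold change was 3.72. Scores spanned 7.52 to 10.2 on NCD and 6.97 to 10.4 on HFD at 22 °C, so this fit could hardly change it. Replicate 2 on NCD had a score of 10.2 but 6.80 CPM. Replicates 1 and 2 on HFD had scores of 6.97 and 7.02 but 107 and 102 CPM. These values argue against skeletal muscle content as the source. A response to the diet may be considered as a hypothesis. Reads shared with other genes were not examined.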

How the results depend on the processing

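With DESeq2 in place of edgeR, the 4-group test gave 2625 genes and 235 lncRNA genes, 2 immune genes passed, cold changed 608 coding genes on NCD and 1039 genes on HFD, and 58 genes differed in their cold effect between diets. Without a filter on counts, 1082 genes and 119 lncRNA genes passed the 4-group test, with 1 immune gene, and 27 genes passed the interaction. Replicate number as a block (replicate block) gave 270 genes, 18 lncRNA genes and 1 gene for the interaction. Between the diets the numbers did not pair the samples as a whole, since 4 of 12 pairs of libraries with the same number had a correlation of residuals over 0.1. All 4 were pairs of replicate 1, with correlations of 0.178 to 0.365. Within each diet, the 3 pairs with the same number each had a correlation over 0.1. Pairs with different numbers in different groups reached 0.418, with 11 of 36 over 0.1, so a pairing within diet is not certain. With the replicate number as a block within diet, chosen after seeing the data, 2 genes passed the interaction, with 1507 at an unadjusted p under 0.05. For cold on NCD, H19 and Lep and the skeletal muscle list passed and Alb did not, and for cold on HFD Cd68 did not. For the interaction of the lists, skeletal muscle passed and white adipocyte genes and collagens did not. The genes lower in the cold numbered 733 of 1483 on NCD, against 426 of 1049 without the block, and 1130 of 2153 on HFD, against 701 of 1603. Of coding genes on NCD, 657 were lower, against 370, and of the genes that passed on both diets in the same direction, 430 were lower, against 214. The block changed no other call of a named gene or of a list. It takes up the diet contrasts and the 4-group test, so these were not run with it.

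With batch 1 only (2 libraries per group), the 4-group test gave 0 genes and 0 lncRNA genes, with 4991 genes at an unadjusted p under 0.05. Cold changed 352 genes on NCD, 29 lncRNA genes and 323 coding genes among them, and 416 genes on HFD, and HFD changed 42 genes at 22 °C and 53 at 4 °C. Fewer libraries leave less to estimate the spread from. With only the 6 libraries compared, the counts were 855 for cold on HFD and 149 for HFD at 4 °C. With glmTreat they were 175, 27 lncRNA and 147 coding genes for cold on NCD, 357 for cold on HFD, and 70 and 155 for HFD at 22 °C and 4 °C, as its null hypothesis includes fold changes up to the minimum. Counting the type lncRNA only gave 6 genes for the 4-group test and 15 for cold on NCD, since most lncRNA genes had the type noncoding. With the skeletal muscle score as a term, chosen after seeing the data, 8 genes passed the interaction. Ward's linkage gave 131 genes in the largest cluster. For the lists, fry called 8 pairs of list and contrast and camera with an estimated correlation 0, with 6 at an unadjusted p under 0.05. The cause of the other changes was not tested.

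The Gm15551 cold effect on NCD passed its threshold with DESeq2 (-1.46), without a filter (-1.78), with only the 6 libraries compared (-1.80) and with the skeletal muscle score as a term (-2.18, chosen after seeing the data). With the replicate number as a block within diet it was -1.87 (adjusted p = 0.0516). Its adjusted p lay between 0.0186 and 0.250 over the edgeR alternatives. The highest came from glmTreat, whose null hypothesis includes fold changes up to the minimum. The cause of the other differences was not tested.

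Over the 12 fits that each left out 1 library, the 4-group test gave from 106 (without NCD 22 °C replicate 1) to 255 genes (without HFD 22 °C replicate 3), and 6 to 17 lncRNA genes. Cold on NCD gave 490 (without NCD 22 °C replicate 3) to 1112 genes, with 44 to 124 lncRNA genes and 445 to 986 coding genes. Cold on HFD gave 1013 (without HFD 4 °C replicate 1) to 1672 genes. HFD gave 117 (without HFD 22 °C replicate 2) to 369 genes at 22 °C, and 239 (without HFD 4 °C replicate 1) to 992 genes at 4 °C. The interaction gave 0 to 22 genes, 22 without HFD 4 °C replicate 2, 3 without NCD 4 °C replicate 2 and 0 in the other fits, with 827 to 1286 genes at an unadjusted p under 0.05 in those. The Gm15551 cold effect on NCD lay between -2.10 and -1.44. In the 4-group test, the immune list gave 0 genes in each fit.

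The Lep HFD effect at 22°C reversed with batch as a term (0.18), with the replicate number as a block (0.19) and with batch 1 only (0.50), and lay between -0.46 and 0.31 over the fits that left out 1 library. The Prdm16 cold effect on NCD lay between -0.0592 and 0.45 and the Adcy3 HFD effect at 22 °C between -0.13 and 0.0206. The difference of the cold effect between diets lay between -0.0222 and 0.24 for Cidea, -0.40 and 0.0868 for Dio2, -0.20 and 0.33 for Elovl3, and -1.33 and 1.13 for Lep. None of these effects passed its threshold in those fits, and the cause was not tested.

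The 596 values of single genes under alternatives, the Lep reversals included, comprised 536 unchanged in direction and call, 50 weaker, 7 stronger and 3 reversed. The fits that left out 1 library gave 756 values, those above included, 595 unchanged, 145 weaker, 4 stronger and 12 reversed. Of 116 values for the 26 pairs of list and contrast that camera called at first, which leaves no room for a stronger one, 72 were unchanged and 44 weaker. In libraries with a gene at 3 counts or fewer, its fold change was given against a floor of 3 counts, which leaves out the counting error of libraries that held 1 to 3.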

Differences from the paper's values

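The paper reports 216 lncRNA genes that differed across the 4 groups, and edgeR's quasi-likelihood test gave 37. Of the alternatives set before the data were examined, DESeq2 gave 235, which is within 1.5 times the paper's value. None of the other alternatives did, and the highest of them was 119 without a filter on counts. The paper reports 610 coding genes changed by cold on NCD, from s-values. An adjusted p under 0.05 in edgeR's quasi-likelihood test with the minimum fold change gave 931 here. Of the alternatives, DESeq2 with apeglm's s-values gave 608 and DESeq2's size factors in edgeR gave 895, both within 1.5 times the paper's value. So did 11 of the 12 fits that left out 1 library, with 445 to 903 genes. The alternatives that did not were no filter (932), a mean of at least 10 counts (941), batch as a term (1048), the replicate number as a term (1104), batch 1 only (323), without HFD 22 °C replicate 3 (986), only the 6 libraries compared (932), glmTreat (147) and no minimum fold change (1124). Nor did the replicate number as a block within diet (1331), which was chosen after seeing the values.

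The paper states that cold significantly repressed Gm15551. The Gm15551 cold effect on NCD was -1.80 here with an adjusted p of 0.0574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed 0.05 with DESeq2 (s-value 0.0126), without a filter on counts (0.0289), with only the 6 libraries compared (0.0465), without HFD 22 °C replicate 3 (0.0206) and with the skeletal muscle score as a term (0.0186), which was chosen after seeing the values. Over the edgeR alternatives it ranged from 0.0186 to 0.250, the highest from glmTreat with its different null hypothesis. The paper also reports that HFD with cold repressed Gm15551 further than cold alone. The HFD effect at 4 °C was -1.19 here, in the same direction. It did not pass (adjusted p = 0.221, unadjusted p = 0.0504 from edgeR's quasi-likelihood test).

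The paper describes the clusters other than the cold-dependent ones as a synergistic interaction of diet and temperature. The interaction itself was called for 0 genes here, with 1091 at an unadjusted p under 0.05. It was called for 58 genes with DESeq2, 27 without a filter on counts, 22 without HFD 4 °C replicate 2, 3 without NCD 4 °C replicate 2, 1 with the replicate number as a term, 2 with the replicate number as a block within diet and 8 with the skeletal muscle score as a term, the last 2 fits chosen after seeing the values.

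The paper states that no immune marker was differentially regulated. With the list used here, 0 genes passed the 4-group threshold in edgeR, with 6 at an unadjusted p under 0.05. Cd68 and S100a8 passed it with DESeq2, and Cd68 did without a filter on counts. In single contrasts, Cd68 and S100a8 passed for cold on HFD, Cd68 not with the replicate number as a block within diet (adjusted p = 0.0608), and Mrc1, Cpa3 and Itgam for HFD at 4 °C. For HFD at 4 °C, Cd68, S100a8 and S100a9 passed as well with DESeq2, Cd68 and S100a8 without a filter on counts, and Cd68 with the skeletal muscle score as a term. Only Cpa3 and Itgam passed with DESeq2's size factors or a mean of at least 10 counts, and only Cpa3 with batch or the replicate number as a term. For cold on HFD, only Cd68 passed with the skeletal muscle score as a term. In these contrasts 0 genes passed with glmTreat, with batch 1 only (3 for cold on HFD and 4 for HFD at 4 °C at an unadjusted p under 0.05) and with only the 6 libraries compared (3 and 6 at an unadjusted p under 0.05).

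The paper names Cidea among the genes induced by cold in iBAT (Figure S1B). In the RNA-seq libraries its log2 fold change on NCD was 0.43 (adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper describes more than 1 annotated transcript of Gm15551, and the GENCODE M21 annotation holds 1. The paper gives a deletion of 1113 bases that includes exon 1 of Gm15551, at 126462197 to 126463309 on chromosome 3 of GRCm38. In the M21 annotation of that build these positions overlap 0 genes and end 205536 bases before exon 1. No conversion between genome builds was attempted, so where the positions lie in another build is not known. The paper reports that the deletion was verified by Sanger sequencing and that mice were genotyped by PCR. The printed positions alone therefore do not speak against the loss of exon 1.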

Other observations

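The expected outcomes of the tests in this part were all written down only after their results had been seen, and the tests of muscle content and of neighbouring genes were chosen after the data had been seen. When the 12 libraries were divided into 4 groups of 3 in 100 ways, the real one included, 1 of the 100 gave as many genes as the real 4-group test and 1 of the 100 as many lncRNA genes. For the interaction, 100 of the 100 gave at least as many genes as the real groups, an outcome that the real count of 0 fixes and that says nothing about it. For the contrasts of 3 libraries against 3, 1 of the 10 splits gave as many genes as the real one for cold on NCD, cold on HFD, HFD at 22 °C and HFD at 4 °C, and likewise for lncRNA genes and for coding genes in the cold on NCD. The highest count in any other split was 0, 0, 1 and 2 genes in that order, against 1049, 1603, 349 and 795 for the real ones. A share under 0.1 is out of reach with 10 splits, so the share itself cannot tell.

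Gm15551 fell by 2.39 on the log2 scale in the cold on HFD (SE 0.54, adjusted p = 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 2.83 ± 1.63 to 0.52 ± 0.11 CPM (SD, n = 3 each). This was lower in 3 of 3 libraries and passed in 9 of the 12 fits that left out 1 library. Over those fits the adjusted p lay between 0.00634 and 0.0688. The HFD effect was -0.59 at 22 °C (adjusted p = 0.567 from the same test) and -1.19 at 4 °C (adjusted p = 0.221, unadjusted p = 0.0504 from the same test). For HFD at 4 °C an exact permutation test, two-sided, gave p = 0.3. Across the 4 groups Gm15551 had an unadjusted p of 0.000779 (adjusted p = 0.00865) from edgeR's quasi-likelihood test, which does not single out the effect of HFD in the cold. The difference of the cold effect between diets was -0.59 (adjusted p = 0.921 from edgeR's quasi-likelihood test). Over the 12 fits that left out 1 library, the HFD effect at 22 °C lay between -1.05 and -0.18. The difference between diets lay between -1.01 and -0.13 over those fits, and neither passed in any of them. Camk2d had a log2 fold change of -0.25 in the cold on NCD (adjusted p = 0.448 from the same test). After subtraction of group means, Gm15551 and Camk2d had a Pearson's r of -0.080 (permutation test, p = 0.807) and a Spearman's rho of -0.119 (permutation test, p = 0.715) over 12 libraries. Without the 2 libraries farthest from the median r was -0.080, and in the batch of replicates 1 and 2 it was 0.045 over 8 libraries. The batch of replicate 3 holds 4 libraries, too few for a correlation. No other pair of genes was examined in this way.

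Further markers that the paper names were examined in the same libraries. Dio2 rose by 2.86 (adjusted p = 0.000498 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Elovl3 by 2.69 (adjusted p = 0.000375 from the same test) on the log2 scale in the cold on NCD, and both passed in each fit that left out 1 library. Cidea had a log2 fold change of 0.49 in the cold on HFD (adjusted p = 0.0501 from the same test) and passed in 3 of the 12 fits, over which the adjusted p lay between 0.0259 and 0.147. Lep had one of -2.16 on NCD (adjusted p = 0.142 from the same test), passing among the fits that left out 1 library only without NCD 4 °C replicate 3 (-4.01), with an adjusted p between 0.0106 and 0.315 over those fits, and with the replicate number as a block within diet (-2.89, adjusted p = 0.0431 from the same test), a fit chosen after the data had been seen, and of -2.92 on HFD (adjusted p = 0.0473 from the same test), which passed in 4 of the 12 fits. Adipoq had -0.26 (adjusted p = 0.403 from the same test), Pparg 0.14 (adjusted p = 0.601 from the same test) and Prdm16 0.15 (adjusted p = 0.870 from the same test) on NCD. On HFD, Adipoq had -0.69 in the cold and passed (adjusted p = 0.0232 from the same test). Pparg (-0.04, adjusted p = 0.876 from the same test) and Prdm16 (0.45, adjusted p = 0.433 from the same test) did not. In the cold on HFD, Ucp1 had a log2 fold change of 0.92 (adjusted p = 0.00656 from the same test), Adcy3 2.80 (adjusted p = 7.3e-05 from the same test), Lncbate10 2.56 (adjusted p = 0.000168 from the same test) and Ctcflos 0.86 (adjusted p = 0.0202 from the same test, passing in 9 of the 12 fits). On HFD at 22 °C, Lncbate10 had a log2 fold change of 1.57 (adjusted p = 0.00472 from the same test), Ctcflos 1.28 (adjusted p = 0.00967 from the same test, passing in 10 of the 12 fits) and Ucp1 0.74 (adjusted p = 0.0484 from the same test, passing in 2 of the 12 fits).

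Further genes with large changes on HFD at 22 °C were at or near the limit of detection in one group, apart from Ryr2. The folds given here as at least some value are against a floor of 3 counts per library. Wwc1 was at least 14.4-fold higher (adjusted p = 0.00125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed in each fit that left out 1 library. Cnmd had a log2 fold change of 3.67 (SE 0.79, adjusted p = 0.0405 from the same test) and passed in 3 of the 12 fits. 2700046G09Rik was at least 14.8-fold lower (adjusted p = 0.0416 from the same test) and passed in 2, Gm3880 on chromosome X was at least 12.8-fold lower (adjusted p = 0.0279 from the same test) and passed in 7, and QNCMUSG00058308 was at least 6.42-fold lower (adjusted p = 0.0342 from the same test) and passed in 3. None of these passed under every one of the 21 alternatives.

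The remaining lists had these median log2 fold changes in the cold on NCD: 0.04 for oxidative phosphorylation (54 of 82 genes higher, camera, adjusted p = 0.233), 0.21 for cholesterol synthesis (12 of 18, 0.180), -0.59 for white adipocyte genes (0 of 7, 0.0630), -0.96 for skeletal muscle (0 of 18, 0.0630, but 7.4e-10 with the replicate number as a block within diet), -0.10 for erythroid genes (1 of 6, 0.491), -0.45 for Schwann cell genes (2 of 8, 0.0999), -0.18 for interferon genes (4 of 17, 0.0958), 0.04 for circadian genes (7 of 14, 0.920) and 0.01 for the cytosolic ribosome (38 of 76, 0.802). In the cold on HFD, camera called oxidative phosphorylation (-0.21, 7 of 82 higher, adjusted p = 1.1e-05), cholesterol synthesis (0.31, 12 of 18, 0.0353), skeletal muscle (-1.78, 1 of 18, 0.0220) and the cytosolic ribosome (0.13, 62 of 76, 0.000211). On HFD at 22 °C it called thermogenic (0.39, 12 of 15, 0.0299), heat shock (0.33, 10 of 10, 0.0440) and erythroid genes (-0.66, 0 of 6, 0.000585), oxidative phosphorylation (-0.08, 21 of 82, 0.0205), the mitochondrial ribosome and import (-0.15, 17 of 101, 3.1e-06) and the cytosolic ribosome (-0.08, 26 of 76, 0.0135). On HFD at 4 °C it called oxidative phosphorylation (-0.36, 1 of 82, 4.9e-17) and the mitochondrial ribosome and import (-0.31, 3 of 101, 6.5e-16). Of the pairs of list and contrast given in this paragraph, none passed under fry, and their smallest fry adjusted p was 0.0559. Some of these lists passed under fry in contrasts not given here.

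For the interaction contrast of the lists, added after the data had been seen, camera gave a median log2 value of -0.67 for fatty acid synthesis (adjusted p = 1.8e-07), -0.59 for thermogenic genes (adjusted p = 0.00576), -0.44 for heat shock genes (adjusted p = 0.0336), -0.26 for oxidative phosphorylation (adjusted p = 1.4e-11) and -0.15 for the mitochondrial ribosome and import (adjusted p = 6.8e-05). It gave a median of 0.44 for immune genes (adjusted p = 0.0103), 0.14 for white adipocyte genes (adjusted p = 0.0336), 0.39 for erythroid genes (adjusted p = 0.0177), 0.38 for collagens (adjusted p = 0.0336) and 0.16 for the cytosolic ribosome (adjusted p = 2.1e-05). Under fry the smallest adjusted p of any list was 0.195. Skeletal muscle passed with the replicate number as a block within diet (camera, adjusted p = 4.5e-05), while white adipocyte genes (camera, adjusted p = 0.0556) and collagens (camera, adjusted p = 0.0535) did not.

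Skeletal muscle transcripts differed between libraries of 1 group by up to 10.7-fold. The mean log2 CPM of 18 listed muscle genes ranged from 5.17 to 10.4. NCD 22 °C replicate 2 held 3.68% of its counts in these genes, NCD 4 °C replicate 2 held 2.19%, HFD 22 °C replicate 3 held 6.95% and HFD 4 °C replicate 3 held 1.39%, against 0.166% in the lowest library. In HFD 22 °C replicate 3, Ttn had 39711 CPM, Acta1 3384 CPM and Ckm 1992 CPM. The deviations of the 18 genes from their group means had a median pairwise correlation of 0.978, which is consistent with muscle tissue in part of the samples. The batch of replicate 3 was higher than the other in 2 of the 4 groups and lower in the other two, with differences of -1.23, -1.66, 3.39 and 3.08, which argues against a difference between batches. Of the variance of the score, 78.1% lay within groups, which argues against diet or temperature as its main source. With the replicate number as a block within diet, chosen after the data had been seen, the list was lower in the cold on NCD (camera, adjusted p = 7.4e-10) and on HFD (camera, adjusted p = 6.4e-11), so an effect of cold beside that source is left open. Muscle tissue near the dissected fat may be the source, as a hypothesis. H19 rose by 0.98 on the log2 scale per unit of the score (adjusted p = 3.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is consistent with muscle content as a contributor to its spread. Its cold effect on NCD was -1.07 (adjusted p = 0.697 from the same test), and -1.33 with that block (adjusted p = 0.00566 from the same test). Without the block it lay between -2.63 and -0.0836 over the 12 fits that left out 1 library and passed in 0 of them. With DESeq2 it was -0.03. Of all genes tested, 608 followed the score, 593 rising and 15 falling, of which 590 lay outside the list and 54 were lncRNA genes. Of the genes changed by cold on NCD, 4 followed it, and 942 of the 1049 passed with the score as a term, which argues against muscle content as the source of most of them.

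The cold effects of lncRNA genes followed those of the tested coding gene nearest in the order of the authors' table, with a Spearman's rho across 3433 genes of 0.178 on NCD and 0.171 on HFD (permutation test, adjusted p = 3e-04 for each, from an unadjusted p of 1e-04, the smallest that the shuffles can give). Genes are not independent replicates, and 12 such correlations were computed together. Coordinates were available for 1100 of the lncRNA genes, so for the others the distance to that gene was not measured, and the values below rest on coordinates. For 353 pairs more than 10000 bases apart rho was 0.135 on NCD (permutation test, adjusted p = 0.0142, unadjusted p = 0.0118) and 0.168 on HFD (permutation test, adjusted p = 0.00377, unadjusted p = 0.0019), which argues against reads shared with an overlapping gene as the whole source. For 105 pairs that overlap on the same strand rho was 0.454 on NCD (permutation test, adjusted p = 3e-04) and 0.197 on HFD (permutation test, adjusted p = 0.0523). For pairs on opposite strands it was 0.148 and 0.128. The 242 pairs that did not overlap but lay within 10000 bases had a rho of 0.226 on NCD (permutation test, adjusted p = 0.00048). On HFD their rho was 0.123 (permutation test, adjusted p = 0.0579). Whether shared reads add to the value of same-strand pairs cannot be told apart from shared regulation with these libraries, since it was higher on NCD but not clearly on HFD.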
